# eNOS controls angiogenic sprouting and retinal neovascularization through the regulation of endothelial cell polarity

**DOI:** 10.1007/s00018-021-04042-y

**Published:** 2021-12-31

**Authors:** Tracy L. Smith, Malika Oubaha, Gael Cagnone, Cécile Boscher, Jin Sung Kim, Yassine El Bakkouri, Ying Zhang, Rony Chidiac, Jeanne Corriveau, Chantal Delisle, Gregor U. Andelfinger, Przemyslaw Sapieha, Jean-Sébastien Joyal, Jean-Philippe Gratton

**Keywords:** Nitric oxide, VEGF, Angiogenesis, Polarity, Retina, Retinopathies, Tip-cells

## Abstract

The roles of nitric oxide (NO) and endothelial NO synthase (eNOS) in the regulation of angiogenesis are well documented. However, the involvement of eNOS in the sprouting of endothelial tip-cells at the vascular front during sprouting angiogenesis remains poorly defined. In this study, we show that downregulation of eNOS markedly inhibits VEGF-stimulated migration of endothelial cells but increases their polarization, as evidenced by the reorientation of the Golgi in migrating monolayers and by the fewer filopodia on tip cells at ends of sprouts in endothelial cell spheroids. The effect of eNOS inhibition on EC polarization was prevented in Par3-depleted cells. Importantly, downregulation of eNOS increased the expression of polarity genes, such as PARD3B, PARD6A, PARD6B, PKCΖ, TJP3, and CRB1 in endothelial cells. In retinas of eNOS knockout mice, vascular development is retarded with decreased vessel density and vascular branching. Furthermore, tip cells at the extremities of the vascular front have a marked reduction in the number of filopodia per cell and are more oriented. In a model of oxygen-induced retinopathy (OIR), eNOS deficient mice are protected during the initial vaso-obliterative phase, have reduced pathological neovascularization, and retinal endothelial tip cells have fewer filopodia. Single-cell RNA sequencing of endothelial cells from OIR retinas revealed enrichment of genes related to cell polarity in the endothelial tip-cell subtype of eNOS deficient mice. These results indicate that inhibition of eNOS alters the polarity program of endothelial cells, which increases cell polarization, regulates sprouting angiogenesis and normalizes pathological neovascularization during retinopathy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-021-04042-y.

## Introduction

Angiogenesis, the process by which new blood vessels arise from pre-existing vessels, is a multistep process that occurs in response to external cues such as Vascular Endothelial Growth Factor (VEGF) and physical factors such as cell–cell and cell–matrix interactions. During sprouting angiogenesis, ECs differentiate into highly motile tip-cells and proliferative stalk cells, a process that is primarily regulated by Notch-Dll4-VEGF pathways [1, 2]. Tip-cells extend filopodia and branch out directionally in response to guidance cues and adopt a polarized morphology [3], while stalk-cells maintain cell–cell contacts during sprouting to preserve vessel integrity and form lumens for blood perfusion [4]. During this collective cell migration process, it is necessary that tip-cells at the front adopt a polarized morphology and that cell–cell contacts at the back of endothelial sprouts are maintained [3]. The production of nitric oxide (NO) by endothelial NO synthase (eNOS) is essential for the induction of angiogenesis and vascular permeability induced by VEGF and eNOS-derived NO has been shown to promote survival and migration of endothelial cells (ECs) [5–9].

Angiogenesis is essential during embryonic development and other physiological events such as wound healing but can also be a driving factor in several pathologies including ischemic retinopathies such as retinopathy of prematurity (ROP), a major complication of preterm birth that can lead to blindness. Several factors can contribute to ROP [10]. One of the strongest risk factors in the genesis of ROP is high postnatal oxygenation [11–13]. Premature infants are exposed to higher levels of oxygen tension after birth compared to what they would usually be exposed to at this stage of development in utero, especially if the infant requires oxygen supplementation; this leads to suppression of VEGF [14, 15]. In development, delicate growing retinal capillaries are overly sensitive to oxygen [16]. The relative hyperoxia leads to the initial vaso-obliteration phase of ROP, wherein normal retinal vascular development stops and the existing microvasculature of the retina regresses following EC death [15, 17]. As the retina develops its metabolic demand increases leading to a higher requirement of blood supply than the depleted microvascular can provide [18]. The retina becomes hypoxic, triggering the release of VEGF and initiating the second vaso-proliferative phase of ROP. The vaso-proliferative phase is characterized by hypoxia-induced compensatory pathological neovascularization with poorly patterned and abnormally leaky vessels, which can lead to the formation of fibrous scarring and in severe cases retinal detachment and blindness [17–19]. eNOS knockout mice appear to be protected from the initial oxygen-induced vaso-obliteration and display reduced pathological neovascularization after hyperoxia [20]. Conversely, transgenic overexpression of eNOS in mice increased vascular closure in the obliterative phase and exacerbated the formation of neovascular tufts [21]. The role of eNOS-derived NO in the augmentation of vascular permeability to blood macromolecules is well established [5] and vascular leakage is central to the abnormalities associated with pathological neovascularization in retinopathies [22]. In addition, NO can directly promote disassembly of adherens junction in ECs, which increases endothelial permeability. Indeed, eNOS-derived NO can S-nitrosylate the adherens junction protein β-catenin to induce dissociation from VE-cadherin and eNOS deficiency in mice reduced VEGF-induced VE-cadherin phosphorylation preventing disassembly of adherens junctions [23, 24]. A recent study revealed that NO contributes to vascular hyperpermeability during retinopathy in mice by promoting tyrosine phosphorylation of VE-cadherin and destabilization of adherens junctions [25].

While the molecular contribution of NO and eNOS to vascular permeability and angiogenesis is well investigated [26], their contribution to tip-cell polarization during EC sprouting remains unresolved. Considering the importance of tip-cells and the demonstrated importance of eNOS-derived NO for migration of EC, defining the effects of eNOS on the activity of endothelial tip-cells in the retina and their speed of migration at the vascular front is of paramount importance. This could reveal a role for eNOS-derived NO in sprouting angiogenesis in the retina. Herein, we demonstrate that eNOS participates in the polarization program in ECs which influences their migration and angiogenic sprouting. Furthermore, we demonstrate a role for eNOS in endothelial tip-cells during vascular development of the retina in mice and during both the initial vaso-obliterative phase and subsequent neovascularization stage of oxygen-induced retinopathy. Moreover, we provide insights into the effects of eNOS on the transcriptional program of ECs affecting cell polarization during the neovascularization stage of OIR using a single cell RNA-sequencing approach. Thus, this study highlights the importance of eNOS on EC polarization during cell migration, which has consequences during sprouting angiogenesis in normal and pathological settings.

## Materials and methods

### Cell culture

Bovine Aortic Endothelial Cells (BAECs) (VEC Technologies, Rensselaer, NY, USA), selected for their ease of transfections and strong migratory responses to VEGF stimulation, were cultured in Dulbecco modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (HyClone Laboratories), 2.0 mM l-glutamine, 100 U/mL penicillin, and 100 μg/mL streptomycin.

Microvascular mouse lung endothelial cells (MLECs) were isolated from the lungs of eNOS^+/+^ and eNOS^−/−^ mice as previously described [27]. MLEC were grown in DMEM:F12 (1:1) medium (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), containing 20% FBS (HyClone, GE Healthcare Life Sciences, Piscataway, NJ, USA), 0.05 mg/mL Endothelial cell growth supplement (Corning Life Science, Tewksbury, MA, USA), 0.1 mg/mL heparin (Millipore-Sigma, St-Louis, MO, USA), 100 U/mL penicillin and 100 μg/mL streptomycin (Thermo Fisher Scientific) and plated in 0.1% gelatin-coated T75 flasks. Magnetic Dynabeads (Thermo Fisher Scientific) were conjugated with anti-mouse CD102 (clone 3C4; BD Biosciences, Franklin Lakes, NJ, USA) antibody. Beads were added to each flask and incubated for 1 h at 4 °C. Cells were subsequently selected in a magnetic field for 10 min following trypsinization.

### Transfections and cell treatments

Control small interfering RNA (siRNA) and siRNA against eNOS were generated by Horizon Discoveries (Chicago, IL, USA). Sequences were designed against bovine eNOS [*NOS3*]: 5′-CCAGGAAGAAGACCUUUAAUU-3′, 5′- CCAACAUGCUGCUGGAAAUUU-3′, and against bovine Par3 [*PARD3*]: 5′-GGAAAGGAUUCA AGCCAAA-3′ as well as a non-related scrambled siRNA used as a control: 5′- AUGAACGUGAAUUGCUCAAUU-3′. BAECs were transfected with duplexes of RNA using Lipofectamine 2000 in OptiMEM (Thermo Fisher Scientific). Cells at 80–90% confluency were transfected with 50 mM of control or eNOS and/or Par3 siRNA for 48 h. Cells were then serum-starved for 6 h before treatment with recombinant human VEGF-A (40 ng/mL) for an additional 6 h (R&D Systems, Minneapolis, MN, USA).

### 3-Dimensional sprouting assay

Spheroids were prepared as previously described [28]. Briefly, transfected BAECs were cultured in DMEM containing 0.3% methylcellulose (Sigma-Aldrich), 10% FBS, 1% l-glutamine, and 1% penicillin/streptomycin in U-shaped 96-well plates for 24 h to allow spheroid formation. Spheroids were transferred in complete medium containing 50% collagen (Corning, Corning, NY, USA) pH 7.4, and 0.6% methylcellulose and cultured for 24 h before fixation in 4% PFA. Image acquisitions were performed using an inverted Axio-observer Z1 epifluorescent microscope (Zeiss, Germany) with a 20 × objective. The numbers of sprouts and filopodia lengths were determined manually using ZEN Blue 2.3 (Zeiss). Filopodia were defined as actin-rich extensions from the tip-cells of the sprout with < 0.1 μm diameter. For length quantification, only filopodia visible in one focus plane were manually counted by drawing lines from the bases of the cells to the tips of the filopodia using the line tool of ZEN Blue.

### Wound healing migration assay and time-lapse video microscopy

BAECs transfected with siRNAs were plated in 24-well plates and allowed to reach 90% confluency over 48 h. Confluent cells were incubated with the fluorescent vital Hoechst dye (Thermo Fisher Scientific) for 10 min before scratches were performed with a 200 μL pipette tip on the monolayer. Cell movement in the presence or absence of 40 ng/mL VEGF was recorded using an Axio-Observer Z1 epifluorescence microscope (Zeiss) equipped with an AxioCam MRm camera (Zeiss) and programmed to capture a frame every 10 min of the migration period (6 h). The temperature was maintained at 37 °C and the atmosphere within the chamber (PECON, Germany) was kept at 5% CO_2_/95% air throughout the experiment. Nuclei of the leading-edge cells were tracked by time-lapse video microscopy using the Cell Tracker plug-in of ImageJ (NIH). Nucleus tracks were analyzed with the Track Manager plug-in of Icy—OpenSource Image Processing Software. The total displacement, net displacement, and persistence were obtained for each track, and statistical analysis was performed.

### Antibodies and immunoblotting

Cells were solubilized with a lysis buffer containing 1% Nonidet P-40, 0.1% sodium dodecyl sulfate (SDS), 0.1% deoxycholic acid, 50 mM Tris–HCl (pH 7.4), 150 mM NaCl, 0.1 mM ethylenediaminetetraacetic acid (EDTA), 0.1 mM ethylene glycol tetraacetic acid (EGTA), 20 mM sodium fluoride, 1 mM sodium pyrophosphate, and 1 mM sodium orthovanadate and Complete mini EDTA free protease inhibitor cocktail (Roche Diagnostics, Indianapolis, IN, USA). Soluble proteins were separated by SDS-PAGE, transferred onto a nitrocellulose membrane (Hybond-ECL, GE Healthcare Life Science), and western blotted. Detection and quantification were performed using HRP-coupled antibodies and an Image Quant LAS4000 chemiluminescence-based detection system (enhanced chemiluminescence) (GE Healthcare Life Science).

Primary antibodies used for immunoblotting were mouse anti-eNOS (BD Biosciences, San Jose, CA, USA), mouse anti-β-Actin (New England Laboratories, Danvers, MA) and horseradish peroxidase (HRP)-coupled secondary antibodies Jackson ImmunoResearch Laboratories (West Grove, PA, USA). For Golgi immunofluorescence staining, anti-GM130 (BD Biosciences) and Alexa-coupled secondary antibodies from Thermo Fisher Scientific were used.

### Immunofluorescence analyses

Cells were cultured on 0.1% gelatin-coated coverslips and transfected as previously described. Cells were serum-starved overnight (BAECs) or for 6 h (MLECs) and stimulated with VEGF (40 ng/mL). Cells were then fixed in 4% PFA before permeabilization in 0.1% Triton for 5 min and blocked in 1% bovine serum albumin (BSA). Primary and secondary antibodies were incubated on fixed cells in 1% BSA-PBS (phosphate-buffered saline) solution for 1 h before being mounted in Fluoromount (Sigma-Aldrich). Acquisitions were performed on an LSM 800 confocal laser-scanning microscope (Zeiss).

To quantify cell orientation, BAECs were transfected with siRNA and cultured for 48 h until confluence. Scratches on BAECs and MLECs monolayers were performed with 200 μL tips, rinsed, and left to equilibrate for 15 min in serum-free medium. Cells were then stimulated with VEGF (40 ng/mL) for 30 min. Cells were then fixed with 4% PFA and nuclei (4′,6-diamidino-2-phenylindole [DAPI]; Sigma-Aldrich), Golgi (GM130) and F-actin (phalloidin) were stained. A total of 8–10 fields were quantified for each condition, representing 150–200 cells, and each experiment was repeated three times.

### RNA extraction and quantitative RT-PCR (qRT-PCR)

Total RNA was extracted and suspended in commercial RNase-free water with a RNeasy Minikit (Qiagen, Germany). After DNase I treatment, cDNA was synthesized from 1 µg total RNA using the SuperScript II Reverse Transcriptase kit for RT-PCR (Thermo Fisher Scientific) according to the manufacturer’s instructions. cDNA (5 ng) was amplified in triplicate using SYBR Select Master Mix or Power Up SYBR Master Mix (Thermo Fisher Scientific). Quantitative real-time PCR was performed with ViiATM 7 Real-Time PCR System (Thermo Fisher Scientific) or a MIC qPCR cycler (Bio Molecular Systems). Gene expression analysis was performed using the comparative cycle threshold (ΔCT) method, normalized with the expression of reference genes β-actin and GAPDH and presented as the mean fold change (± SEM) compared with control samples.

### RNA seq analysis

The RNA samples were submitted to IRCM (Institut de recherches cliniques de Montréal) molecular biology core facility. The mRNA was captured using poly(T)-coated magnetic beads followed by reverse transcription to generate the cDNA library using the TruSeq Stranded mRNA (Illumina, CA, USA). The whole transcriptome sequencing was done at Genome Quebec using an Illumina sequencer Hiseq2000.

The reads from RNA-seq were aligned to the Bos Taurus reference genome UMD 3.1, with TopHat using the Ensembl annotation provided with the Illumina iGenomes. Htseq-count script (v0.5.3) was used to count the number of reads aligned to each gene. The gene expression levels were calculated with Cufflinks (v2.1.1), a software that estimates the abundance of transcripts and tests for differential expression in RNA-Seq samples [29]. The counts were normalized relative to the sequencing depth with DESeq (v1.12.0).

In each experimental condition, genes up-/down-regulated more than 2 folds (> 2 or < 0.5 fold; >1 or < − 1 log2 fold) in the treatment condition comparing to the control condition were defined as regulated genes. The lists of regulated genes were further submitted for bioinformatics analysis. Bioinformatics analysis was performed using DAVID v6.7 (the Database for Annotation, Visualization and Integrated Discovery), and the enrichment of gene ontology (GO) categories and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was analyzed. The submitted gene IDs were converted from bovine Ensemble ID to human Ensemble ID since the human database contains a more extensive list of characterized genes.

Each identifier was mapped to its corresponding objects provided by DAVID database. In the biological process analyses, cellular components and molecular function, the GO terms ‘GOTERM_BP_FAT’, ‘GOTERM_CC_FAT’ and ‘GOTERM_MF_FAT’ were applied. EASE score, a conservative adjustment to the Fisher exact probability, was used to calculate the Modified Fisher Exact *p*-value. The enrichment of GO terms was considered significant when the *p*-value is < 0.05.

### Animals

All studies were performed according to the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Animal Care Committee of the University of Montreal in agreement with the guidelines established by the Canadian Council on Animal Care. C57BL/6J wildtype and mice homozygous for the nitric oxide synthase 3 (*Nos3*) knockout allele (eNOS^−/−^) (strain no. 002684; backcrossed to C57BL/6J for 15 generations) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA).

### Model of oxygen-induced retinopathy (OIR)

Mouse pups (eNOS^+/+^ or eNOS^−/−^) and their fostering mothers (CD1, Charles River, Wilmington, MA, USA) were exposed to 75% O_2_ from P7 to P12 and returned to room air (normoxia) [19] using an oxygen chamber (BioSpherix, Parish, NY, USA). Eyes were enucleated at different time points and fixed in 4% paraformaldehyde (PFA). Retinas were then directly dissected for flat-mount.

### Immunohistochemistry of retinas

Dissection and whole-mount staining of postnatal retinas were performed as described previously [39]. Retinas were fixed for 2 h on ice in 4% paraformaldehyde and blocked overnight in 1% bovine serum albumin, 0.3% Triton X-100 in phosphate-buffered saline (PBS). Pan-retinal vasculature was visualized by isolectin B4 staining. Retinas were equilibrated in 1 mM CaCl_2_, 1 mM MgCl_2_, 1% Triton X-100 in PBS (pH 6.8) and then stained with Rhodamine conjugated isolectin B4 (dilution 1:100) overnight at 4 °C (Vector Laboratories Inc, Burlingame, CA, USA). To determine the extent of the avascular and neovascularization areas at P12, P14, and P17 we used the SWIFT-neovascularization plugin from ImageJ software (NIH, Bethesda, MD, USA) [30].

### Analysis of retinal vasculature

Imaging of whole retinas was done with a LSM800 confocal laser-scanning microscope (Zeiss) and using the automated tiling and stitching module of the ZEN Blue software. The number of tip-cells and the number of filopodia per tip-cell were quantified manually in a blinded manner. Quantification of tip-cell orientation, oriented between 60° and 120° relatively to the edge of the growing vascular front, was done using the angle tool of Zen Blue. Tip-cell morphology, normal or dystrophic, was quantified in a blinded manner. Dystrophic tip-cells are characterized by their bunted and rounded morphology.

### Single-cell RNA sequencing

Retinas were digested as in [31], and single-cell suspensions were prepared from P14 OIR eNOS^+/+^ (C57BL/6J) and eNOS^−/−^ mouse retinas (*n* = 3 replicates per genotype, with 3–5 retina pooled per replicate). The final EC suspension was obtained by positive enrichment using beads coated with CD31 antibodies and magnetic columns. For single-cell RNA-seq (scRNA-seq) of endothelial-enriched retinal cell suspension, droplet generation and cDNA libraries were performed as described in the Drop-seq procedure (http://mccarrolllab.org/dropseq/), and sequencing was carried out on an Illumina NextSeq 500 at an estimated read depth/cell similar to that used by Macosko et al. [31] (i.e., 50,000 reads/cell). Unique molecular identifier (UMI) counts associated with aligned reads (kb-python, GRCm38 reference genome) from the scRNA-seq replicates of eNOS^+/+^ and eNOS^−/−^ retina were merged into one single digital gene expression (DGE) matrix and processed using the “Seurat” package (spatial reconstruction of single-cell gene expression data [32]). Cells expressing fewer than 100 genes and more than 10% of mitochondrial genes were filtered out. Single-cell transcriptomes were normalized by dividing by the total number of UMIs per cell and then multiplying by 10,000. All calculations and data were then performed in log space [i.e., ln(transcripts per 10,000 + 1)].

After integration of the different biological replicates using the Seurat anchor integration algorithm [33], the 20 most significant components were used as input for dimensionality reduction and clustering. To identify putative cell types from the Uniform Manifold Approximation and Projection (UMAP) dimensional reductions, a graph-based clustering approach using *K*-nearest neighbor graph and the Louvain algorithm was used to define clusters and average gene expression was computed for each of the identified cluster based on Euclidean distances. Marker genes that were significantly enriched for each cluster were then identified, allowing cluster annotation to specific cell types. A similar computational approach was performed on non-integrated RNA data to sub-cluster the population of ECs, allowing us to define three cell subtypes based on marker genes. After removing the contaminant cell cluster (i.e., red blood cells and retinal pigmented epithelium), a total of 3031 cells were obtained from eNOS^+/+^ retina (including 2044 ECs) and 5913 cells from eNOS^−/−^ retina (including 3334 ECs). 

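The deposited table held UMI counts of 20822 genes in 8944 cells, 3031 from the 3 replicates labelled eNOS+/+ and 5913 from the 3 replicates labelled eNOS-/-. No cell had fewer than 101 genes with a UMI, and the largest share of mitochondrial UMIs in a cell was 9.99%. The eNOS+/+ replicates held 1019, 613 and 1399 cells, and the eNOS-/- replicates 1788, 3710 and 415. By the authors' annotation, 2121 cells of the eNOS+/+ replicates (499, 530 and 1092) and 3804 cells of the eNOS-/- replicates (1250, 2266 and 288) were ECs. Some barcodes differed only in the last of their 12 bases from another barcode of the same replicate. Counting each family of such barcodes as 1 cell, a choice made after the counts had been seen, moved the number of ECs most, to 1564 and 2852. Counting only ECs with more than 150 genes, also chosen after the counts had been seen, gave 2042 and 3332.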

Transcriptomic differences between eNOS^+/+^ and eNOS^−/−^ EC types were statistically compared using a negative binomial model and analyzed using visualization tools including Dot Plot and heatmap plot.

For pathway analysis, normalized single-cell gene expression profiles from each distinct cell type identified by scRNA-seq were further analyzed using GSVA [34]. In contrast, direct pathways comparison based on transcriptomic differences between eNOS^+/+^ and eNOS^−/−^ ECs were analyzed using GSEA [35]. Fastq and raw count matrix are deposited on GEO DataSets (accession number GSE174400).

### Statistical analysis

Data are represented as the means ± SEM. Two-tailed independent Student’s *t*-tests were used when comparing two groups. Comparisons between multiple groups were made using two-way ANOVAs followed by post hoc Bonferroni’s multiple comparisons test among groups using GraphPad Prism 5 and R software. *p*-Value < 0.05 was considered statistically significant.

## Results

### eNOS knockdown prevents VEGF-induced migration and sprouting but promotes endothelial cell polarization

To investigate the role of eNOS expression on endothelial function, siRNA against eNOS (eNOS-siRNA) were used to knockdown the expression in bovine aortic endothelial cells (BAECs) prior to measurements of migration and polarization. eNOS-siRNA transfection markedly reduced eNOS protein expression compared to control-transfected (CT-siRNA) (Fig. 1A). Time-lapse in vitro wound healing assays were performed on these cells to examine the involvement of eNOS in the migration of BAECs (Fig. 1B). As expected, VEGF stimulation promoted the migration of ECs in CT-siRNA transfected cells (Fig. 1B, C). This migratory effect was completely blocked in cells with reduced eNOS expression. Persistency of the migratory movement, a measure of directionality, was not increased following VEGF stimulation in control ECs, indicating that VEGF is mostly inducing a non-directional type of migration (Fig. 1D). Interestingly, we observed that the residual migration of eNOS-depleted BAECs in the absence and presence of VEGF was more directional than the migration of CT-siRNA transfected ECs (Fig. 1D). This pattern of directional migration is reflected in rose plot diagrams showing that the cell migration paths of eNOS-siRNA transfected BAECs were largely perpendicular to the orientation of the scratch compared to control cells (Fig. 1E). These results indicate that eNOS plays a role in the polarization of ECs migration, which could regulate sprouting angiogenesis.

**Fig. 1:**
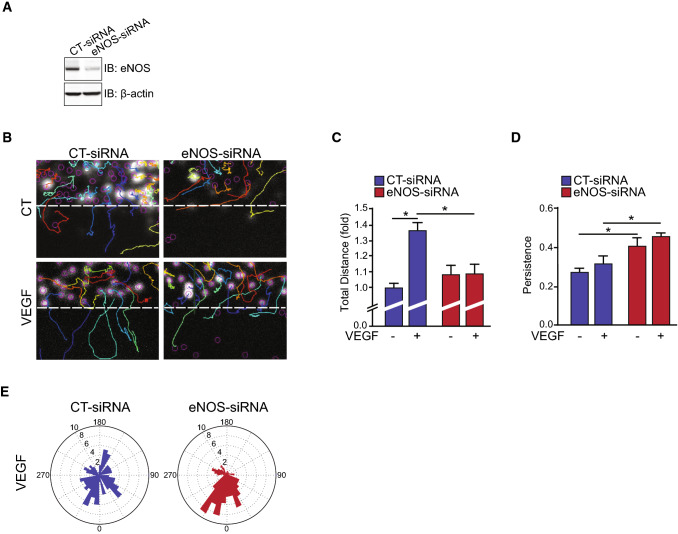
eNOS influences endothelial cell migration. Bovine arterial endothelial cells (BAECs) were transfected with control siRNA (CT-siRNA) or eNOS-siRNA to knockdown the expression of eNOS. **A** Depletion of eNOS was monitored by immunoblot (IB). β-actin was used as a loading control. **B** Confluent CT-siRNA or eNOS-siRNA transfected BAEC monolayers were scratched and tracked for 6 h in the presence or absence of 40 ng/mL VEGF. Tracks of nuclei are represented. **C**, **D** Quantifications of the total cell migration and persistence of displacements. Persistence is calculated by the ratio of the net (distance between the start and the final position) and the total displacement for each track. **E** Rose plot diagrams showing cell migration paths of CT-siRNA and eNOS-siRNA transfected BAECs. Results are displayed as mean values ± SEM. The graphs are representative of more than three independent experiments each yielding similar results. At least 60 cells per experiment were quantified. *p < 0.05

### eNOS is a regulator of polarity in endothelial cells

To further investigate the role of eNOS in EC polarization, we examined the orientation of the Golgi apparatus, a marker of EC polarity, in BAECs transfected with CT- and eNOS-siRNA during wound healing assays of confluent cell monolayers. Golgi orientation, as a function of its position relative to the nucleus and perpendicular to the wound border (Fig. 2A), was quantified on cells positioned directly behind the scratch following 30 min of VEGF stimulation (Fig. 2B, C). Similar to the directionality of cell migration, VEGF stimulation of CT-siRNA-transfected ECs did not induce a significant orientation of the Golgi towards the scratch edge providing further evidence for induction of non-orientated migration of ECs following VEGF stimulation (Fig. 2B, C). However, eNOS-depleted ECs displayed greater orientation of the Golgi towards the leading edge in response to VEGF, compared to VEGF-stimulated CT-siRNA transfected BAECs (Fig. 2C).

**Fig. 2:**
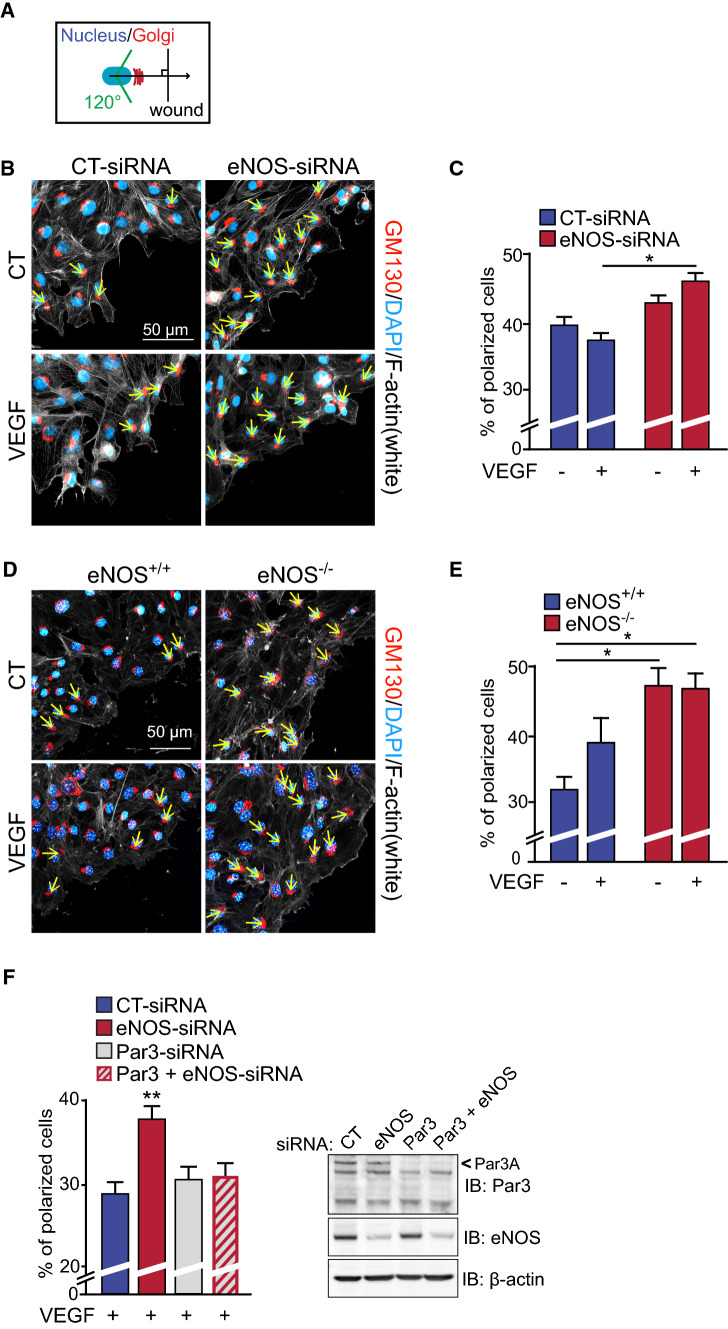
eNOS expression influences the polarization state of endothelial cells. **A** Schematic representation of Golgi apparatus orientation measurements during a wound healing migration assay of confluent cell monolayers. Cells were subsequently fixed and stained for GM130 (Golgi) (red) and the nucleus (blue). Positions of the nucleus (blue) and the Golgi (red) are represented as a function of the position of the wound. The number of orientated cells was quantified in the first 2–3 layers and reported relative to the total number of cells in those layers. **B** Confluent CT-siRNA and eNOS-siRNA transfected BAECs were scratched and treated with VEGF as indicated for 30 min. The leading edge of cells at the migration front was made visible by F-actin staining (phalloidin, white). Representative images are shown. **C** Quantification of polarized transfected BAECs. **D** Mouse lung endothelial cells (MLECs) derived from eNOS^−/−^ mice and controls eNOS^+/+^ were scratched and treated with VEGF for 30 min where indicated. **E** Quantification of polarized MLECs is shown. Results are displayed as mean values ± SEM. *p < 0.05. The graphs are representative of three independent experiments yielding similar results. **F** Quantification of polarized VEGF-stimulated BAECs that were transfected with CT-siRNA, eNOS-siRNA, Par3-siRNA or both Par3- and eNOS-siRNA. Depletion of eNOS and Par3 were monitored by immunoblot (IB). β-actin was used as a loading control. At least 50 cells and 25 cells per condition were quantified for BAECs and MLECs, respectively. *p < 0.05

Golgi orientation during VEGF-stimulated EC migration was also examined in mouse lung ECs (MLECs) isolated from eNOS knockout (eNOS^−/−^) and age-matched wildtype C57Bl/6J mice (eNOS^+/+^) (Fig. 2D, E). Interestingly, unstimulated eNOS^−/−^ MLECs had increased basal levels of Golgi orientation toward the leading edge compared to MLECs from eNOS^+/+^ mice. VEGF stimulation of eNOS^−/−^ and of eNOS^+/+^ ECs did not affect further Golgi polarization during cell migration (Fig. 2E). Moreover, comparable results were obtained in BAECs where eNOS activity was inhibited using the NOS inhibitor L-NMMA (Supplemental Fig. S1). These results uncover a role for eNOS in cell polarization of ECs.

These results prompted us to examine the involvement of PAR polarity proteins in the polarization of the Golgi induced by the downregulation of eNOS in ECs. We examined the effects of siRNA-mediated downregulation of Par3 on Golgi polarization in eNOS-downregulated ECs. As above, downregulation of eNOS resulted in increased orientation of the Golgi towards the edge of the wound in VEGF-stimulated BAECs (Fig. 2F). Downregulation of Par3 alone (Par3-siRNA) did not affect Golgi orientation compared to control BAECs. However, co-transfection of cells with Par3-siRNA and eNOS-siRNA prevented the effects of eNOS depletion on Golgi orientation. This suggests that the polarity protein Par3 is necessary for the effects of eNOS downregulation on polarization of ECs.

### eNOS is important for endothelial cell sprouting

To validate the functional implications of eNOS in angiogenic sprouting, we used a 3-dimensional spheroidal system of EC sprouting. EC spheroids were set in collagen gel and the outgrowth of capillary-like structures was analyzed following VEGF treatment of BAECs transfected with CT-siRNA or eNOS-siRNA (Fig. 3A). VEGF stimulation of control-transfected cells resulted in an increase in the number of sprouts per spheroid as well as the length of those sprouts (Fig. 3B, C). These effects of VEGF were abolished in eNOS-depleted ECs. We also found that tip-cells at the extremity of sprouts in eNOS-depleted spheroids had fewer cell extensions, reminiscent of filopodia, in response to VEGF compared to CT-siRNA spheroids (Fig. 3D). These results further support the importance of eNOS in the induction of angiogenic sprouting by VEGF.

**Fig. 3:**
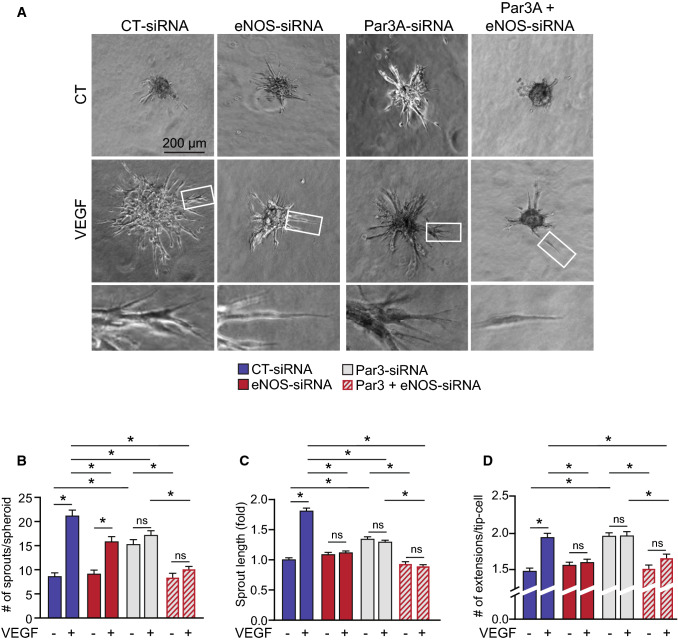
eNOS is important for VEGF-induced endothelial cell sprouting. **A** Representative images from spheroid-based angiogenesis assays generated from BAECs transfected with control siRNA (CT-siRNA), eNOS-siRNA, Par3-siRNA or both (Par3 + eNOS-siRNA) and exposed to VEGF (40 ng/mL) or left untreated. Pictures were taken 24 h after embedding in a collagen matrix. **B** Quantification of the number of capillary-like sprouts from spheroids was measured following VEGF stimulation. **C** The length of sprouts was measured and expressed relatively to spheroids that were not stimulated with VEGF. **D** The number of extensions per tip-cell was quantified. Data are represented as mean ± SEM of three experiments with at least 8 spheroids per condition per experiment. *p < 0.05

We also examined the contribution of Par3 to eNOS-regulated EC sprouting. Interestingly, downregulation of Par3 in ECs induced their spontaneous sprouting from unstimulated spheroids (Fig. 3A). The number and length of sprouts as well as the number of extensions per tip-cell were basally increased in Par3-siRNA transfected ECs compared to CT-siRNA (Fig. 3B–D). Sprouting and extensions per tip-cell from Par3-downregulated spheroids were not enhanced further by VEGF treatment. Dual transfections of ECs with Par3-siRNA and eNOS-siRNA significantly reduced VEGF-stimulated sprouting from spheroids and formation of extensions from tip-cells (Fig. 3A–D). Additionally, the unstimulated basal sprouting seen in Par3-depleted spheroids was abolished in spheroids co-transfected with Par3- and eNOS-siRNA. Overall, this series of experiments show that inhibition of eNOS blocks VEGF-stimulated EC migration and sprouting but enhances cell polarization. The polarization of eNOS-inhibited ECs is dependent on the expression of Par3.

### eNOS affects the expression of key polarity genes in endothelial cells

To understand how eNOS expression could regulate EC polarization, orientated migration and angiogenic sprouting, we compared the transcriptomes of control and eNOS-depleted BAECs. RNA-seq was carried out on BAECs transfected with either CT-siRNA or eNOS-siRNA. eNOS levels were knocked down by more than 80% in eNOS-siRNA transfected cells (Fig. 1A). The sequencing yielded more than 40 million reads from each sample and ~ 14,000 genes were mapped from these reads. The number of reads assigned for each gene was used to calculate the gene differential expression. Thresholds of fold change > 1 log2 fold and < -1 log2 fold were set to determine the regulated genes in each analysis (Supplemental Fig. S2). First, the RNA-seq analysis confirmed that the mRNA levels of bovine *NOS3*, the gene that encodes eNOS, were reduced by more than 85% in eNOS knockdown cells compared to the control BAECs. Overall, a comparison of control siRNA and eNOS-siRNA transfected BAECs revealed that 1542 genes were differentially regulated, including 808 upregulated and 734 downregulated mRNAs in eNOS knockdown BAECs.

To characterize the eNOS regulated transcriptomes in BAECs, genes from affected mRNAs were grouped into their respective GO annotations, including biological process, cellular component and molecular function (Supplemental Fig. S3). Interestingly, the biological processes annotations locomotion (GO: 0040011), cell motility (GO: 0048870) and cell adhesion (GO: 0007155) as well as the cellular component annotations apical junction complex (GO: 0043296), extracellular region part (GO: 0044421) and cell junction (GO: 0005911) were significantly enriched. Furthermore, eNOS-regulated genes were found to be enriched within the GO term Apical Part of Cell (GO: 0045177) (Fig. 4A), which is related to cellular polarization. These encompass several genes involved in cell polarity, including the crumbs (CRB) family of EGF-like protein 1 (CRB1), TJP3, PKCZ, and Partitioning Defective (PARD) family proteins. The regulation of a selection of these genes was confirmed by qRT-PCR (Fig. 4B). PARD3B, PARD6A, PARD6B, PKCΖ, TJP3, and CRB1 were all significantly upregulated in eNOS-depleted BAECs. A comparison table of results obtained from RNA-seq and qPCR in BAECs transfected with CT- and eNOS-siRNA is shown in Fig. 4C. Moreover, qPCR of MLECs isolated from eNOS^−/−^ and wildtype (eNOS^+/+^) showed that, as in the BAEC model, eNOS^−/−^ cells expressed significantly higher levels of PARD3B, PKCZ, and CRB1 than eNOS^+/+^ (Fig. 4D). eNOS depletion appears to affect EC polarization by upregulating the expression of polarity genes of ECs.

**Fig. 4:**
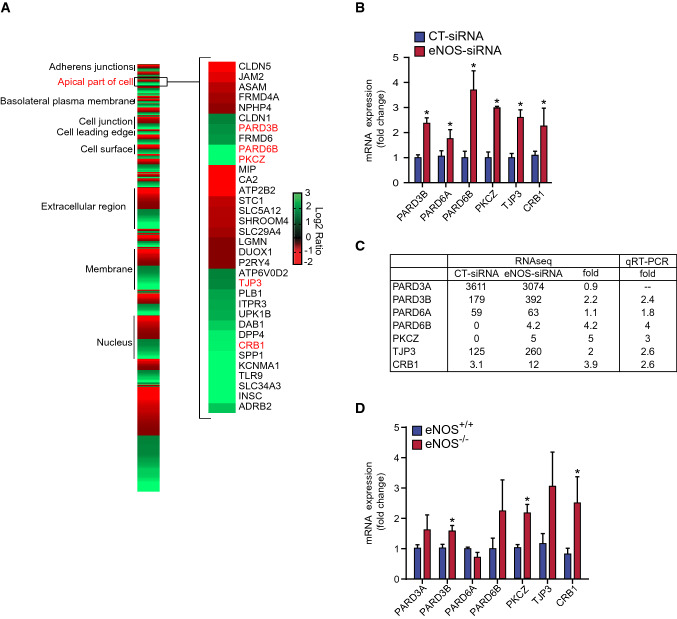
eNOS down-regulation increases the expression of several polarity genes. **A** Heat map showing the cellular component of eNOS regulated gene products obtained by RNA-seq analysis. BAECs were transfected with CT-siRNA or eNOS-siRNA. RNA was then extracted and submitted for RNA-Sequencing. The reads were aligned to the UMD3.1 genome with TopHat, using the Ensembl annotation. A threshold of fold change > 2 or < 0.5 was used to define the regulated genes. These genes were submitted to the DAVID database and categorized using gene ontology cellular component annotation. Genes composed of the “apical part of cell” (GO: 0045177) are shown. **B** qRT-PCR validation of genes of interest identified from the RNA-seq analysis of siRNA transfected BAECs. Gene expression analysis was performed using the comparative cycle threshold method, normalized using reference gene GAPDH expression and presented as the mean fold change (± SEM) compared with control. Results are averages of three independent experiments, each performed in quadruplicates. **C** Summary table of RNA-seq and qPCR results. **D** Mouse lung endothelial cells (MLECs) from wildtype (eNOS^+/+^) and eNOS^−/−^ mice were cultured, and expression of polarity genes were measured by qRT-PCR, normalized to GAPDH or β-actin housekeeping genes, and expressed as fold change of eNOS^+/+^ cells. Results are averages of four independent experiments, each performed in quadruplicates. Results are displayed as mean values ± SEM. *p < 0.05

### eNOS is an essential mediator of retinal angiogenesis

To further explore the role of eNOS in sprouting angiogenesis during vascular development, we investigated the role of eNOS during the development of retinal vascularization in eNOS^−/−^ and eNOS^+/+^ mice. Retinas from eNOS^−/−^ mice at post-partum day 5 (P5) displayed a decrease in the vascularized area and vessel density compared to retinas from eNOS^+/+^ mice (Fig. 5A, B). This indicates a role of eNOS as a modulator of angiogenic sprouting during vascular development in vivo. Further, we confirm previous reports showing that at maturity (P11) the vascular area and density of retinas from eNOS^−/−^ mice do not differ from eNOS^+/+^ mice (Fig. 5C) [36]. These results indicate that eNOS plays a role in the growth of developing retinal blood vessels in the mouse retina.

**Fig. 5:**
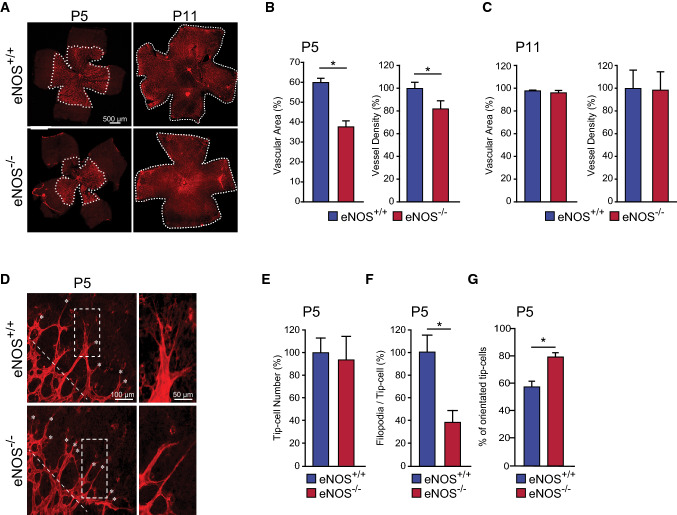
eNOS is an essential mediator of retinal angiogenesis. **A** High-resolution imaging of Isolectin B4–stained mouse retina at postnatal day 5 (P5) and P11 from eNOS^+/+^ and eNOS^−/−^ mice. The percentage of the vascular area and vessel density was measured in **B** P5 (*n* = 7 per group) and **C** P11 (*n* = 9 per group) retinas from eNOS^+/+^ and eNOS^−/−^ mice. **D** Representative images from P5 retinas showing tip-cells and filopodia. The numbers of **E** tip-cells, **F** filopodia per tip-cell, and **G** the percentage of oriented cells (cells pointing in between 60° and 120° perpendicular to the vascular front) were determined in retinas from eNOS^+/+^ and eNOS^−/−^ mice (*n* = 10 retinas per group). White dashed lines in **D** indicates the orientation of the vascular front. Results are displayed as mean values ± SEM. *p < 0.05

To explain the delay in retinal vascular development in eNOS deficient mice, we examined the morphology of the highly motile tip-cells located at the front of the developing retinal microvasculature (Fig. 5D). While the number of tip-cells located at the extremities of the vascular front was similar in eNOS^−/−^ and wildtype (Fig. 5E), tip-cells in eNOS^−/−^ retinas at P5 had a marked reduction in the number of filopodia per cell (Fig. 5F). Furthermore, the percentage of tip-cells that are oriented perpendicular (between 60° and 120°) relative to the edge of the growing vascular front was significantly higher in eNOS^−/−^ mice (Fig. 5G). These results corroborate our in vitro 3-dimensional angiogenesis assays (Fig. 3) suggesting that polarization, and consequently orientated migration of tip-cells are increased during angiogenic sprouting in eNOS^−/−^ retinas.

### eNOS modulates pathological retinal neovascularization

To investigate the role of eNOS in pathological retinal angiogenesis, we took advantage of the widely used mouse model of Oxygen Induced Retinopathy (OIR). Classically, OIR progresses in two phases: an initial vaso-obliterative phase of immature vessels followed by pathological neovascularization during the subsequent vascular repair phase [37]. Since eNOS^−/−^ mice display reduced speed of vascular sprouting during retinal vascular development, we hypothesized that deletion of eNOS would result in reduced pathological neovascularization. eNOS^+/+^ and eNOS^−/−^ mouse litters were placed in 75% oxygen for 5 days starting at P7 then were returned to room air until P12. The retinas were collected at P14, and P17 (Fig. 6A).

**Fig. 6:**
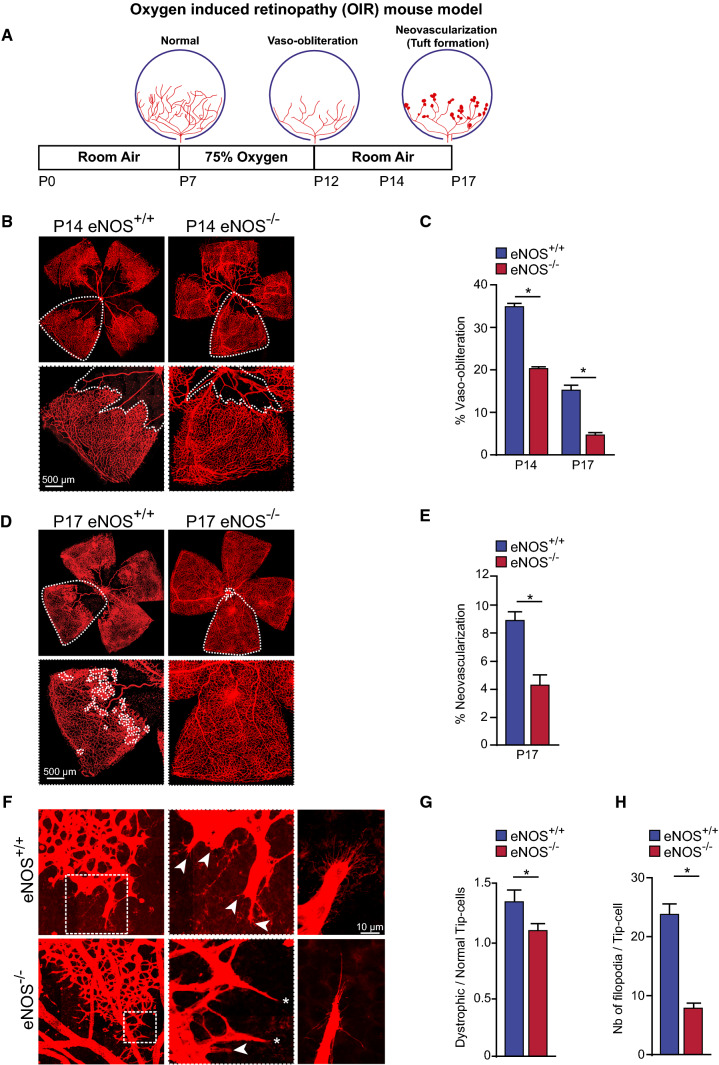
eNOS is a modulator of pathological neovascularization in oxygen-induced retinopathy. **A** Schematic representation of oxygen-induced retinopathy (OIR) mouse model. From postnatal day 7 (P7) to P12, mice are exposed to hyperoxic conditions (75% O_2_), leading to vaso-obliteration. Mice are then returned to room air resulting in hypoxia-driven revascularization and pathologic neovascularization, and tuft formation. **B** Representative high-resolution imaging of Isolectin B4–stained mouse retina at P14. **C** Quantification of vaso-obliteration (VO) is expressed as the central avascular areas divided by the total area of the retina for each strain. **D** Representative high-resolution imaging of Isolectin B4–stained mouse retina at P17. Areas of neovascularization are outlined in lower panels. **E** Quantification of neovascularization area in mouse strains. **F** Representative images of normal (asterisks) and dystrophic cells (arrowheads) at the vascular front of the retina in eNOS^+/+^ and eNOS^−/−^ mice. **G** Quantification of the ratio of dystrophic tip-cells to normal tip-cells. **H** Measurement of the number of filopodia per tip-cell. Results are displayed as mean values ± SEM. *p < 0.05 (*n* = 6 for P14 and *n* = 10 for P17 eNOS^+/+^ mice; *n* = 22 for P14 and *n* = 34 for P17 eNOS^−/−^ mice)

Vaso-obliterated (VO) areas of the retina were assessed by measuring the area devoid of vasculature over the total flat-mounted retinal area; blood vessels were stained with isolectin-B4 [30, 38]. At P14 and P17, eNOS deficient mice had markedly reduced vaso-obliteration compared to eNOS^+/+^ mice (Fig. 6B, C). Remarkably, at P17, the VO areas were almost completely revascularized in eNOS^−/−^ mice (Fig. 6D, E). Preretinal tufts or pathologic neovascularization at P17 that protrude into the vitreous were analyzed and quantified using the SWIFT-NV computer-aided quantification method [30]. eNOS^−/−^ retinas experience a significant regression of the pathological neovascularization compared to eNOS^+/+^ controls (Fig. 6D, inset).

Angiogenic sprouting is promoted by active filopodial protrusions and tip-cell migration [39]. To further characterize the pathological neovascularization of these mouse strains we examined the morphologic shape of tip-cells at P14. The ratio of dystrophic to normal tip-cells at the vascular front was lower in eNOS^−/−^ mice compared to controls at P14 (Fig. 6F, G), suggesting that deletion of eNOS reduces the pathological tip-cell morphology in the retina. Further, tip-cells in eNOS^−/−^ mice expressed fewer filopodia per tip-cell than eNOS^+/+^ controls (Fig. 6F, H), indicating a higher level of polarization. Collectively, these results suggest that the efficient revascularization of eNOS^−/−^ retinas could be due to the increased polarization of ECs, which protects from hyperoxia-induced VO by promoting remodelling of the retinal vasculature at a faster rate.

### eNOS deficiency activates cell polarity pathways in pathological retinal neovascularization

To understand how eNOS expression affects the retinal vasculature during hyperoxia-induced retinopathy, we used single-cell mRNA transcript analysis (scRNA-seq) by Drop-Seq [31] to determine the differential expression of genes in EC subtypes of retinas from eNOS^−/−^ mice compared to WT at P14 of OIR. 

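Nos3, the gene that is targeted in eNOS-/- mice (chromosome 5 of GRCm38, 24364810 to 24384474), did not separate the genotypes by its UMIs. Its level in all ECs was 26.5 ± 8.94 counts per 1000000 UMIs (CPM; SD, n = 3) in the replicates labelled eNOS+/+ and 23.3 ± 8.55 (SD, n = 3) in those labelled eNOS-/-, a log2 fold change of -0.29 (standard error 0.35, adjusted p = 0.969 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By replicate it was 19.4, 36.6 and 23.6 CPM against 21.2, 16.1 and 32.8 CPM. The UMIs therefore do not check the genotype labels, and the genotypes below are those of the labels.
The cells came from P14 retinas of mice kept at 75% oxygen from P7 to P12, with 3 to 5 retinas pooled in each of 3 replicates per genotype. In Drop-seq, each cell shares a droplet with a bead whose barcode marks the RNA of that cell, and each captured molecule carries a unique molecular identifier (UMI). The authors aligned the reads to GRCm38 with kb-python, filtered and clustered the cells, and deposited UMI counts without normalization together with the replicate, genotype and cell type of each cell. The total was 10361314 UMIs, from 617246 to 3350799 per replicate. ECs held 656472 to 1522739 UMIs in the eNOS+/+ replicates (median 824699) and 488367 to 2425603 in the eNOS-/- replicates (median 2315607). The median EC had 794, 796 and 782 UMIs in the eNOS+/+ replicates and 1097, 418 and 800 in the eNOS-/- replicates. For each comparison, the UMIs of all cells of a subtype were summed within a replicate, so that the replicate and not the cell was the unit of the test. Genes with low counts were left out by edgeR's filterByExpr, sums were scaled by the TMM method, and genotypes were compared with no other term in the model. CPM were taken over the UMIs of the same sum. Log2 fold changes are eNOS-/- over eNOS+/+ throughout.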

ECs from dissociated retinas of eNOS^−/−^ and eNOS^+/+^ mice were enriched by CD31 purification and the scRNA-seq data were analyzed to classify individual cells into cell subpopulations according to similarities in their transcriptome profiles. Overall, the cells were classified into ten transcriptionally distinct clusters (Supplemental Fig. S4A). 

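The authors' annotation of the cells named 10 cell types. Structural ECs (3335 cells), Tip ECs (1428) and Proliferative ECs (1162) made up the ECs. The other cells were 1508 rods, 690 neurons, 216 immune cells, 214 mural cells, 184 cells of neuroglia, 157 Optc+ cells and 50 cones. The share of rods differed between replicates of the same genotype, with 389, 7 and 56 rods in the eNOS+/+ replicates and 279, 751 and 26 in the eNOS-/- replicates.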

We focused mainly on the EC cluster (Pecam1/CD31 and Cldn5 enriched cells) (Supplemental Fig. S4B). 

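Pecam1 (chromosome 11, 106654217 to 106750628) reached 1288.8 ± 182.7 CPM in all ECs and 732.2 ± 240.0 CPM in rods (SD, n = 6 replicates for both). Cldn5 (chromosome 16, 18776847 to 18778262) reached 1582.3 ± 461.8 CPM in all ECs and 134.1 ± 219.0 CPM in rods (SD, n = 6). A UMI of Pecam1 was found in 57.2% of ECs and in 19.6% of rods. For Cldn5 the shares were 52.3% and 3.51%. ECs were deeper than rods, with a median of 682 against 361 UMIs per cell. With every cell drawn down to 500 UMIs, and cells below that depth left out (686 ECs of eNOS+/+, 1694 ECs of eNOS-/- and 1087 rods), the shares were 47.1% against 21.4% for Pecam1 and 45.7% against 4.28% for Cldn5.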

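Of the 5925 ECs, Structural ECs were the shallowest, with a median of 491 UMIs per cell against 1007 in Tip ECs and 963 in Proliferative ECs. The smallest group in a replicate was 35 Proliferative ECs, in eNOS-/- replicate 3, and the largest was 1358 Structural ECs, in eNOS-/- replicate 2. In all, 2380 ECs (40.2%) had fewer than 500 UMIs.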

Unsupervised analysis identified three sub-clusters in the EC population, namely Tip ECs, Structural ECs and Proliferative ECs (Fig. 7A).

**Fig. 7:**
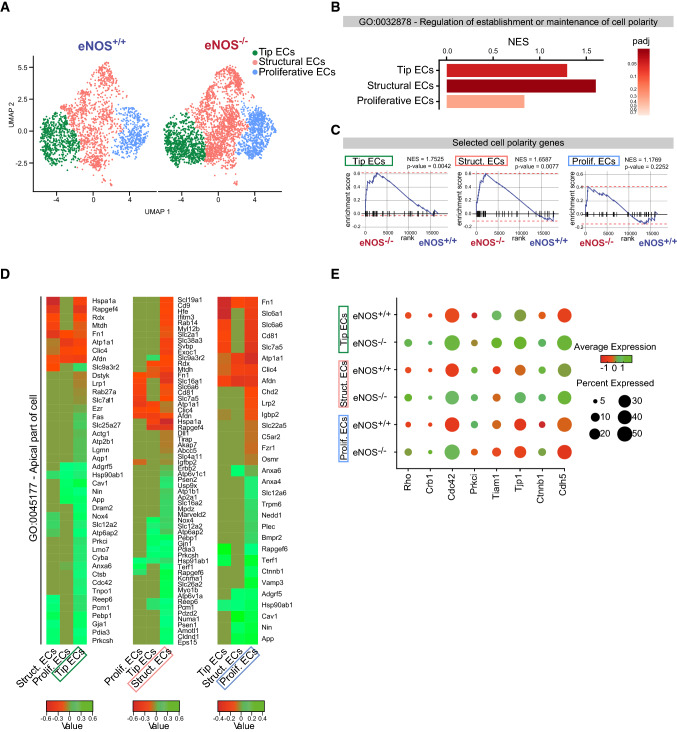
Single-cell RNA-sequencing analysis of ECs of retinas from eNOS^−/−^ mice compared to WT at P14 of OIR. **A** Uniform Manifold Approximation and Projection (UMAP) analysis and representation of single-cell gene expression of P14 OIR retinas from eNOS^+/+^ and eNOS^−/−^ (*n* = 4 per group) shows three identified EC subpopulations (tip, structural and proliferative). **B** Bar graph of the Normalized Enrichment Score (NES) of the ¨GO: 0032878 Regulation of establishment or maintenance of cell polarity¨ in tip, structural and proliferative ECs. **C** Gene set enrichment analysis (GSEA) of curated cell polarity gene signature in P14 OIR eNOS^-/-^ and eNOS^+/+^ retina in tip, structural and proliferative ECs (*p*-value and NES of each GSEA are indicated). **D** Heatmaps of the ¨GO: 0045177 Apical Part of Cell¨ showing enrichment in deficient eNOS P14 OIR retinas in the three sub-populations of ECs. **E** Dot plot demonstrates enrichment of polarity genes expression in the three EC subpopulations eNOS^−/−^ compared to eNOS^+/+^. Dot size corresponds to proportion of cells within the group expressing each transcript, and dot color corresponds to expression level (green high and red low expression)

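Angpt2 (chromosome 8, 18690263 to 18741562) stood at 387.8 ± 166.0 CPM in Tip ECs, 65 ± 32.5 in Structural ECs and 32.2 ± 28.4 in Proliferative ECs (SD, n = 6 replicates here and for the next 4 genes). Adm (chromosome 7, 110627661 to 110629820) stood at 357.9 ± 81.5, 46.9 ± 34.4 and 64.4 ± 32.3 CPM in the same order. The values of Apln (chromosome X, 48025146 to 48034853) were 947.1 ± 106.6, 147.1 ± 66 and 225.0 ± 34.2 CPM. Trp53i11 (chromosome 2, 93187548 to 93201759) had 792.8 ± 142.7, 182.6 ± 52.2 and 172.9 ± 66.9 CPM. Chst1 (chromosome 2, 92599707 to 92615250) had 347.4 ± 87.3, 74.8 ± 46.3 and 84.1 ± 18.4 CPM. In each of the 6 replicates, each of these 5 genes was higher in Tip ECs than in both other subtypes, by at least 1.31-fold for Chst1, 2.58-fold for Adm, 2.62-fold for Trp53i11, 3.02-fold for Angpt2 and 3.63-fold for Apln. No test was made, since the subtypes were defined from the same UMIs.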

The Tip ECs cluster displayed a vascular endothelial signature with increased expression of specific tip-cell genes including already known Angiopoietin 2 (Angpt2), adrenomedullin (Adm) and Apelin (Apln) [40, 41] and recently identified tip-cell markers Trp53i11 and Carbohydrate sulfotransferase 1 (Chst1) (Supplemental Fig. S4C) [42, 43]. Proliferative ECs displayed overexpression of cell cycle genes such as Top2a and Mki67 and structural cluster did not express tip or proliferation cell markers (Supplemental Fig. S4C). 

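Top2a (chromosome 11, 98992943 to 99024189) stood at 833.7 ± 212.3 CPM in Proliferative ECs, 121.2 ± 61.9 CPM in Structural ECs and 28.6 ± 18.4 CPM in Tip ECs (SD, n = 6 replicates). Mki67 (chromosome 7, 135689784 to 135716361) stood at 573.7 ± 231.7, 131.3 ± 59.9 and 19.1 ± 10.7 CPM in the same order (SD, n = 6). Both were highest in Proliferative ECs in 6 of 6 replicates, by at least 2.72-fold for Top2a and 2.03-fold for Mki67. With cells drawn down to 500 UMIs, a UMI of Top2a was found in 30.9% of Proliferative ECs, 3.95% of Structural ECs and 2.38% of rods, and a UMI of Mki67 in 26.3%, 3.64% and 1.9%. At full depth, a UMI of Top2a was found in 48.2% of Proliferative ECs, 6.66% of Structural ECs and 1.86% of rods, which had median depths of 963, 491 and 361 UMIs. The drawn-down cells left out 337 Tip ECs, 1688 Structural ECs and 355 Proliferative ECs. Among tip cell genes, the drawn-down share in Structural ECs against rods was 1.64% against 0.475% for Angpt2, 1.34% against 0.238% for Adm, 6.01% against 3.33% for Apln, 6.68% against 1.43% for Trp53i11 and 2.98% against 0.713% for Chst1. At the same depth the share in Structural ECs was below that of a cell type other than ECs for each gene but Trp53i11. These shares were 6.12% of mural cells for Angpt2, 4.08% of neuroglia for Adm and 6.12% of neuroglia for Apln. They were 4.08% of mural cells for Chst1 and 11.6% of mural cells for both Top2a and Mki67. They rest on 147 mural cells and 98 cells of neuroglia, the highest type being taken for each gene. As those cells may express the markers themselves, this comparison does not decide whether Structural ECs do. The full-depth shares of these 5 genes in Structural ECs, in the same order, were 3.09%, 3.24%, 9.54%, 13.1% and 5.4%, against 0.597%, 0.332%, 2.45%, 1.46% and 0.663% in rods.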

The relative proportion of EC subtypes quantified by scRNA-seq was not significantly different between eNOS^+/+^ and eNOS^−/−^ in P14 ischemic retinas (Supplemental Fig. S4D). 

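Tip ECs made up 26.62% ± 4.65 of ECs in eNOS+/+ replicates and 22.31% ± 0.88 in eNOS-/- replicates (SD, n = 3 each; two-sided exact permutation test, p = 0.3, adjusted p = 0.45 over the 3 subtypes). Structural ECs made up 52.09% ± 5.24 and 59.34% ± 5.55 (SD, n = 3 each; p = 0.3 and adjusted p = 0.45 by the same exact test). Proliferative ECs made up 21.29% ± 6.65 and 18.34% ± 6.41 (SD, n = 3 each; p = 0.6 and adjusted p = 0.6 by the same exact test). The smallest p that 3 replicates against 3 allow is 0.1. The differences, in percentage points, were -4.31, 7.26 and -2.95, and with all replicates none was larger than the summed SDs of its 2 groups. The spread between replicates was wider than counting error. Proliferative ECs were 13.83% of the ECs in eNOS+/+ replicate 3 (95% Wilson interval 11.91% to 16.00%) and 26.60% in eNOS+/+ replicate 2 (23.02% to 30.52%). Without eNOS-/- replicate 3, the difference in Proliferative ECs was 0.15 percentage points, of the opposite sign. With each replicate left out, the difference ranged from -6.80 to -2.19 percentage points in Tip ECs and from 4.23 to 10.17 in Structural ECs. The values -6.80 (without eNOS+/+ replicate 1) and 10.17 (without eNOS-/- replicate 1) were larger than their summed SDs (exact permutation test, p = 0.1 for both). The alternative that moved the Structural share most was taking all cells in place of ECs as the denominator, which gave a difference of 2.99 percentage points (exact permutation test, p = 0.8).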

Table S1A shows the top differentially expressed genes (DEGs) per cluster between eNOS^−/−^ and eNOS^+/+^ sorted by mean expression and log2 fold change. 

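In Tip ECs, 1 of 5510 genes was called at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 higher and 1 lower in eNOS-/-). The same test called 2 of 7577 genes in Structural ECs (1 higher and 1 lower) and 1 of 4607 in Proliferative ECs (0 higher and 1 lower). Before adjustment, 273, 418 and 294 genes had p under 0.05, a limit that a share of 0.05 of the genes is expected to meet by chance. DESeq2 called 2 genes in each subtype. With cells in place of replicates as the unit of a negative binomial test with Bonferroni adjustment, 64, 148 and 43 genes were called. This alternative moved the counts of Tip ECs and Structural ECs most. It had no term for the depth of a cell, so differences in depth between the genotypes enter its counts. In Structural ECs, 141 of its 148 genes were called lower, although 145 of the 373 genes entered had a higher scaled fold change. The edgeR counts rested on single replicates. Without eNOS-/- replicate 3 they were 25, 28 and 73, the largest move in Proliferative ECs. In Tip ECs the count was 5 without eNOS+/+ replicate 1 and 0 without eNOS+/+ replicate 2. In Structural ECs it was 0 without any 1 of the 3 eNOS+/+ replicates or without eNOS-/- replicate 1. In Proliferative ECs it was 0 without eNOS+/+ replicate 1, eNOS+/+ replicate 2 or eNOS-/- replicate 1.
AI506816, annotated as a processed transcript on the minus strand of chromosome 5 (23698296 to 23712667), was the gene called lower in every subtype. It lies 652143 bp from Nos3. In Tip ECs it fell from 115.0 ± 45.4 to 9.65 ± 3.77 CPM (SD, n = 3 each), a log2 fold change of -3.30 (standard error 0.47, adjusted p = 0.000771 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Structural ECs it fell from 77.7 ± 12.8 to 11.2 ± 6.76 CPM, a log2 fold change of -2.81 (standard error 0.43, adjusted p = 0.0344 from the same edgeR test). In Proliferative ECs it fell from 169.7 ± 45.1 to 21.8 ± 19.1 CPM, a log2 fold change of -2.48 (standard error 0.39, adjusted p = 0.00597 from the same edgeR test). In each subtype, AI506816 was lower in 3 of 3 eNOS-/- replicates than in every eNOS+/+ replicate, which chance gives for 10% of genes in either direction. The adjusted p of AI506816 rose to 0.0573 in Tip ECs without eNOS+/+ replicate 2. In Structural ECs it was 0.186, 0.397 and 0.3 without eNOS+/+ replicate 1, 2 or 3, and 0.175 without eNOS-/- replicate 1. In Proliferative ECs it was 0.0682 and 0.298 without eNOS+/+ replicate 1 or 2, and 0.0891 without eNOS-/- replicate 1 (edgeR, Benjamini-Hochberg adjustment).
Igkc, an immunoglobulin constant gene (chromosome 6, 70726435 to 70726966), was called higher in Structural ECs, with 135.5 ± 23.3 CPM in eNOS-/- and 29.8 ± 11 CPM in eNOS+/+ (SD, n = 3 each). Its log2 fold change was 2.16 (standard error 0.33, adjusted p = 0.0344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 366 of its 369 UMIs lay in 67 cells that carried UMIs of at least 2 of 10 B-cell genes. The adjusted p of Igkc was 0.0707, 0.417 and 0.318 without eNOS+/+ replicate 1, 2 or 3, and 0.175 without eNOS-/- replicate 1 (edgeR, Benjamini-Hochberg adjustment). Whether the change of Igkc differed between Structural ECs and the other subtypes was not tested.
Table S1A lists 31 genes for Tip ECs, 48 for Structural ECs and 49 for Proliferative ECs. The 5 with the largest change in each direction were read for each subtype, or the 3 higher ones in Tip ECs, where the table lists no more. All 28 had the direction of the table in the summed UMIs, and of these only AI506816 in Proliferative ECs was called. In Tip ECs, Apod had a log2 fold change of 1.10 (standard error 0.24, adjusted p = 0.126 from the same edgeR test), and DESeq2 with Benjamini-Hochberg adjustment called it (adjusted p = 0.00424). The log2 fold change of Selenop was 2.13 (standard error 0.46) in Tip ECs and 1.76 (standard error 0.37) in Structural ECs. That of mt-Co2 was -1.12, -0.97 and -0.94 in Tip, Structural and Proliferative ECs. The log2 fold change of mt-Rnr2 was 0.27, 0.68 and 0.49, and in Tip ECs it was -0.15 without eNOS-/- replicate 2. In Proliferative ECs, Klf2 had a log2 fold change of -1.12 (standard error 0.37, adjusted p = 0.512 from the same edgeR test), and its CPM in all ECs also differed between replicates of eNOS-/- (219.4, 171.5 and 923.5).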

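The complete comparisons in Table S1B list 422 genes for Tip ECs, 366 for Structural ECs and 538 for Proliferative ECs, of which 421, 364 and 537 were matched by symbol and tested on the summed UMIs. Their direction was the same as in the table for 420, 354 and 525 genes. The paper's table gives an adjusted p under 0.05 to 81, 122 and 65 of them, from a test that took cells as replicates. All of these had the direction of the table, 41, 52 and 41 had an unadjusted p under 0.05, and 1, 0 and 1 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Since the table was made from the same cells, the shared direction is not independent evidence. Natural-log fold changes recomputed across cells differed from those of the table by a median of 0.0037, 0.0371 and 0.0066, and their correlation across genes, which are not independent replicates, was 0.9998, 0.9873 and 0.9996. Of the genes called with cells as replicates, 53, 103 and 38 were among the paper's.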

The complete dataset is presented in Table S1B.

We set out to examine comprehensively the gene expression signatures related to cell polarity in the three sub-populations of eNOS deficient retinal ECs compared to WT. Hence, differential expression analysis within each EC subpopulation was performed by comparing the level of expression of polarity genes in EC subtypes originating from eNOS ^−/−^ and eNOS^+/+^. Gene set enrichment analysis (GSEA) of the GO term “Regulation of establishment or maintenance of cell polarity” (GO: 0032878) was markedly enriched in Structural ECs (Normalized Enrichment Score (NES) = 1.5997; *p*-value = 0,024) followed by the Tip ECs subpopulation (NES = 1.3570; *p*-value = 0,041) and was not significantly enriched in Proliferative ECs (NES = 0.8340; *p*-value = 0.7175) (Fig. 7B). 

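The curated list of Table S2 has 56 entries that are gene symbols, of which 53 matched a gene in the deposited table irrespective of case. After the filter on low counts, 16 members were tested in Tip ECs, 26 in Structural ECs and 15 in Proliferative ECs. In Tip ECs their median log2 fold change was 0.083 (mean 0.065), 10 of the 16 were higher in eNOS-/-, and limma's camera with a preset correlation of 0.01 between genes gave an unadjusted p of 0.458 (adjusted p = 0.832 with Benjamini-Hochberg adjustment over 4 set tests, those of the 3 subtypes and of the interaction of genotype and subtype). In Structural ECs the median was 0.066 (mean 0.029), 18 of 26 were higher, and the unadjusted p of camera was 0.814 (limma, adjusted p = 0.832). In Proliferative ECs the median was 0.048 (mean 0.052), 10 of 15 were higher, and the unadjusted p of camera was 0.826 (limma, adjusted p = 0.832). No set was called, and none was called by limma's fry (adjusted p = 0.859 in each) or by limma's camera with an estimated correlation (adjusted p = 0.844 in each). Preranked GSEA of the log2 fold changes gave normalized enrichment scores of 0.893, -0.627 and 0.861 (p = 0.612, 0.954 and 0.649 by permutation of genes, not replicates), so that in Structural ECs the score and the median differed in sign. Of the alternatives set before the data were examined, the one that moved a median most was limiting the list to members at least as high in ECs as in other retinal cells, which gave -0.121 in Proliferative ECs (limma's camera, adjusted p = 0.698 over the 3 subtypes). Over these alternatives the unadjusted p ranged from 0.233 to 0.921 in Tip ECs, 0.376 to 0.954 in Structural ECs and 0.465 to 0.976 in Proliferative ECs. The sign of the median changed without single replicates, to -0.032 in Tip ECs without eNOS+/+ replicate 2, to -0.040 and -0.039 in Structural ECs without eNOS-/- replicate 1 or 2, and to -0.015 and -0.013 in Proliferative ECs without eNOS+/+ replicate 2 or eNOS-/- replicate 2. With 18 further entries translated to mouse symbols, the medians were 0.074, 0.108 and 0.011 (limma's camera, adjusted p = 0.496 in each), and in Proliferative ECs the mean was -0.036. Among single members, 0 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in any subtype, 0 had an unadjusted p under 0.05, DESeq2 called 0, and 0 passed when adjusted over the list alone (smallest adjusted p 0.693, 0.868 and 0.974). The members of smallest p were Tiam1 in Tip ECs (log2 fold change 0.58), Pard6g in Structural ECs (-0.86) and Mpdz in Proliferative ECs (0.58).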

GSEA using curated polarity genes from different polarity complexes pathways (listed in Table S2) between eNOS ^−/−^ and eNOS^+/+^ showed a significant enrichment of these polarity genes in Tip ECs (NES = 1.7525; *p*-value = 0.0042) and to a lesser extent in Structural ECs (NES = 1.6587; *p*-value = 0.0072) and non-significant enrichment was found in proliferative ECs (NES = 1.1769, *p*-value = 0.2252) (Fig. 7C). Moreover, significant DEGs between eNOS^−/−^ and eNOS^+/+^ that are part of the GO term “Apical part of the cell” (GO: 0045177) are shown in heatmaps for each EC subtype (Fig. 7D). These analyses revealed an increased expression of known polarity genes in Tip ECs, namely Cdc42, Prkci (Protein Kinase C Iota) and Cav1 (caveolin 1) and also the newly demonstrated polarity gene Gja1, also known as connexin 43 (Cx43) [44–46].

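In Tip ECs, Cdc42 (chromosome 4, 137319696 to 137357720) had 824.8 ± 102.7 CPM in eNOS-/- and 693.9 ± 47.9 CPM in eNOS+/+ (SD, n = 3 each). Its log2 fold change was 0.26 (standard error 0.24, adjusted p = 0.985 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 3 eNOS-/- replicates lay above every eNOS+/+ replicate. Cav1 (chromosome 6, 17306335 to 17341452) had 322.8 ± 86.3 CPM against 220.9 ± 65.7 CPM, a log2 fold change of 0.55 (standard error 0.28, adjusted p = 0.984 from the same edgeR test), with 2 of 3 eNOS-/- replicates above every eNOS+/+ replicate. Gja1 (chromosome 10, 56377330 to 56402513) had 288.1 ± 98.2 CPM against 255.4 ± 67.7 CPM, a log2 fold change of 0.23 (standard error 0.28, adjusted p = 0.985 from the same edgeR test), and -0.04 without eNOS-/- replicate 2. Prkci (chromosome 3, 30995747 to 31052959) had too few UMIs in Tip ECs to be tested, 4, 3 and 7 in the eNOS+/+ replicates and 20, 18 and 1 in the eNOS-/- replicates, or 16.4 ± 1.88 and 24 ± 16.5 CPM (SD, n = 3 each). Among these 3 tested genes, none passed the test. With each replicate left out in turn, the log2 fold change stayed between 0.15 and 0.33 for Cdc42 and between 0.33 and 0.88 for Cav1.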

Finally, specific analysis for the polarity genes Rho, Crb1, Prkci, Cdc42 and Tiam1 as well as the tight junction protein ZO-1 (Tjp1), and the adherens junction proteins β-catenin (Ctnnb1) and cadherin 5/VE-cadherin (Cdh5) showed higher mRNA expression levels in eNOS deficient OIR ECs compared to WT. This difference was particularly obvious in Tip and Structural ECs of ischemic retinas (Fig. 7E). 

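Of the genes Crb1, Prkci, Cdc42, Tiam1, Tjp1, Ctnnb1, Cdh5, Cav1 and Gja1, 7 were tested in Tip ECs, 8 in Structural ECs and 6 in Proliferative ECs. By log2 fold change, 7 of 7, 6 of 8 and 6 of 6 were higher in eNOS-/-, with medians of 0.26, 0.06 and 0.14. None passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 0, 0 and 1 had an unadjusted p under 0.05. DESeq2 called 0 of them as well. In the count adjusted over the list alone, 0 passed (smallest adjusted p 0.215, 0.89 and 0.2). As the study chose these genes on these samples, that count is not independent evidence. The gene with an unadjusted p under 0.05 was Cav1 in Proliferative ECs, with a log2 fold change of 0.61 (standard error 0.27, adjusted p = 0.721 from the same edgeR test).
In Tip ECs the log2 fold change was 0.58 for Tiam1 (standard error 0.30; chromosome 16, 89787111 to 90143769), 0.28 for Cdh5 (standard error 0.24; chromosome 8, 104101625 to 104144511), 0.15 for Tjp1 (standard error 0.26; chromosome 7, 65296165 to 65527781) and 0.04 for Ctnnb1 (standard error 0.45; chromosome 9, 120929216 to 120960507). The mean of Ctnnb1 went the other way, with 44.5 ± 19.2 CPM in eNOS-/- and 49.3 ± 33.3 CPM in eNOS+/+ (SD, n = 3 each), and its log2 fold change was -0.20 without eNOS+/+ replicate 2 and -0.22 without eNOS+/+ replicate 3. In Structural ECs, Prkci had a log2 fold change of 0.23 (standard error 0.37), Tjp1 0.19, Cdc42 0.07, Ctnnb1 0.06 and Cdh5 0.03, while Cav1 and Tiam1 had -0.05 and -0.12. In Proliferative ECs, Cdc42 had 0.18, Tiam1 0.10, Tjp1 0.02 and Cdh5 0.01. Prkci was not tested there, with 18.4 ± 16.1 CPM in eNOS-/- and 33.7 ± 6.03 CPM in eNOS+/+ (SD, n = 3 each). Gja1 had 0.15 in Structural ECs (-0.02 without eNOS-/- replicate 1) and 0.29 in Proliferative ECs (-0.10 without eNOS-/- replicate 2). In Structural ECs, leaving out a replicate changed the sign of each of these log2 fold changes except that of Prkci. Without eNOS+/+ replicate 1, Cdc42 had -0.08, Tiam1 0.03, Tjp1 -0.02 and Cdh5 -0.04. Without eNOS-/- replicate 1, Cav1 had 0.01, Ctnnb1 -0.12 and Cdh5 -0.13, and without eNOS-/- replicate 2, Cdc42 had -0.07 and Cdh5 -0.03. Ctnnb1 had -0.10 and -0.08 without eNOS+/+ replicate 2 or 3, and Cav1 had 0.16 without eNOS+/+ replicate 3 and 0.11 without eNOS-/- replicate 3. In Proliferative ECs, Tiam1 had -0.24 and Tjp1 -0.06 without eNOS+/+ replicate 1, Tjp1 had -0.03 and -0.01 without eNOS-/- replicate 2 or 3, and Cdh5 stayed between -0.02 and 0.02, being negative without eNOS+/+ replicate 2 and without eNOS-/- replicates 1 and 2.
Crb1 (chromosome 1, 139197056 to 139377100) had 10 UMIs in all ECs, or 1.21 CPM, against 198.0 CPM in neuroglia, and was not tested. A UMI of Crb1 was found in 9 of 5925 ECs and in 0 of 214 mural cells, so that a difference between genotypes was not detectable at this depth.

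**Figure D1:**
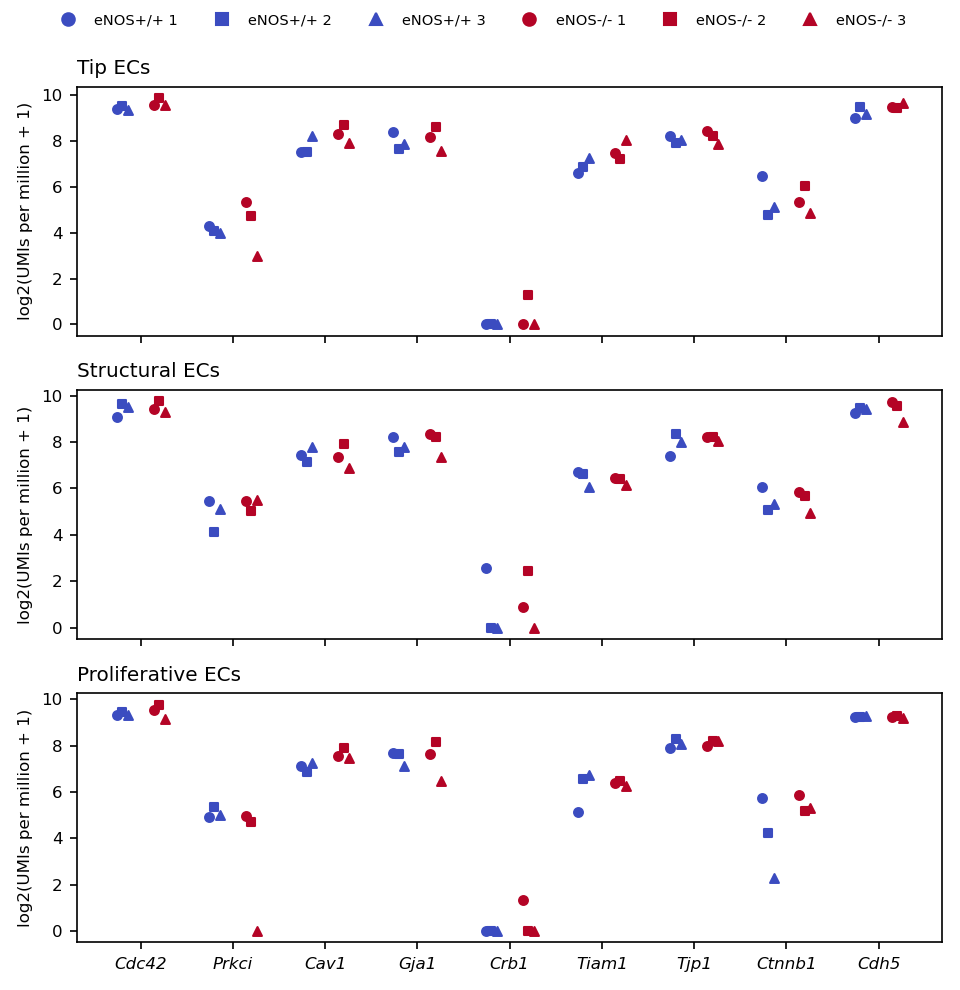
Log2 of CPM plus 1 for 9 polarity genes in Tip, Structural and Proliferative ECs, with 1 point per replicate (blue, eNOS+/+; red, eNOS-/-; circle, square and triangle for replicates 1, 2 and 3). The points of the genotypes overlap for each gene except Cdc42 in Tip ECs and Cav1 in Proliferative ECs, where 3 of 3 eNOS-/- replicates lie above every eNOS+/+ replicate.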

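Whether the effect of genotype differed between subtypes was tested with the interaction of genotype and subtype, between Tip ECs and Proliferative ECs, with the replicate as a block. For the Table S2 members, the median difference of the log2 fold changes (Tip ECs minus Proliferative ECs) was 0.097 (mean 0.056), and 16 of 28 were positive. The interaction was not called by limma's camera (adjusted p = 0.832 over the 4 set tests) or by fry (adjusted p = 0.859). With translated entries the median was 0.116 (limma's camera, adjusted p = 0.496). Over single genes, the interaction was called for 0 of 7502 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 294 had an unadjusted p under 0.05. Without the filter on low counts it was called for 0 of 19593 genes (477 with an unadjusted p under 0.05), and with RLE scaling for 0. DESeq2 was not run on the interaction, and Structural ECs were not compared with Proliferative ECs in this way.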

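The set of Table S2 was not called in any subtype over 3 replicates per genotype (limma's camera, adjusted p = 0.832 in each), with median log2 fold changes of 0.083 in Tip ECs, 0.066 in Structural ECs and 0.048 in Proliferative ECs. The GO terms of Fig. 7B and Fig. 7D were not analysed here. From the enrichment of a GO term of cell polarity (Fig. 7B) and of the curated polarity genes (Fig. 7C) in Tip ECs and Structural ECs, the increased expression of polarity genes in Tip ECs (Fig. 7D) and the higher mRNA levels in eNOS deficient ECs (Fig. 7E), the paper concludes that eNOS regulates polarity genes of retinal ECs in OIR.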

Overall, these results demonstrate that eNOS regulates in retinal ECs genes associated with cell polarization in a murine model of proliferative retinopathy.

## Discussion

During the progression of OIR, uncontrolled angiogenesis leading to pathological neovascularization, can often cause irreparable loss of visual acuity. Therapeutic strategies to control these poorly understood angiogenic processes in this setting would prove extremely useful in combating ischemic retinopathies. This study further elucidated the role of eNOS in critical angiogenic processes including cell polarity, migration, and transcriptional regulation of angiogenesis-relevant proteins. Additionally, the effect of eNOS on the vaso-obliteration and neovascularization phases of ischemic retinopathy was examined.

While it was previously known that eNOS is involved in retinal angiogenesis how eNOS regulates this process remained unclear. Herein, we show that eNOS controls endothelial cell polarization and affects the expression of endothelial cell polarity genes. We further show that eNOS knockdown prevents VEGF-induced migration and sprouting revealing the role of eNOS in endothelial cells during sprouting angiogenesis. In the context of pathological neovascularization, we showed that eNOS deficiency induces cell polarity pathways, which may decrease the propensity of migratory tip-cells to be misguided by excessive VEGF present in the ischemic retina. In addition to VEGF, other endothelial growth factors, such as angiopoietins, are involved in the regulation of normal and pathological retinal angiogenesis [47, 48]. Angiopoietin-1 is well-known to induce vessel stabilization, directed EC migration and to inhibit VEGF-induced vascular permeability and eNOS activation [28, 47, 49, 50]. Interestingly, intravitreal administration of angiopoietin-1 was shown to prevent vascular degeneration in mouse models of retinopathies [47, 51].

The role of eNOS on retinal blood vessel development has previously been investigated using animal models with modified eNOS expression. In eNOS^−/−^ mice, vascular density, patterning and individual vessel length were normal at day P30 [36]. Surprisingly, NO levels in the eNOS^−/−^ retinas did not differ from eNOS^+/+^ mice, suggesting that neuronal NOS (nNOS) produced in other retinal layers could compensate for the loss of eNOS, preserving normal vessel density once the development of the retinal vasculature is completed [36]. Here, we confirm that at maturity (P11) and under normoxic conditions the vascular area and density of retinas from eNOS^−/−^ mice are not different from WT mice (Fig. 5C). However, early vascular development of the retina is delayed at P5, and blood vessel density is decreased in eNOS^−/−^ mice (Fig. 5B).

We have also confirmed previous reports that eNOS^−/−^ mice are protected from vaso-obliteration in response to hyperoxia (P14 OIR), suggesting enhanced physiological revascularization of the retina [20]. Recent studies also demonstrate that inhibition of eNOS activity and expression in mice reduces vascular leakage by stabilizing endothelial adherens junctions of ECs in the vascular tufts contributing to the reduced pathological neovascularisation [25]. Noteworthy, the authors also showed that acute eNOS inhibition decreased vascular leakage without affecting overall blood perfusion of the retina. This study confirmed the direct actions of eNOS-derived NO on endothelial adherens junctions, which contributes to retinal vascular diseases [23, 24]. Our results add a new layer of complexity to the pleiotropic actions of eNOS in pathological angiogenesis by demonstrating that by directly affecting the polarity program of ECs, eNOS deletion leads to less misguided pathological neovascularization or tufts invading the vitreous body. In support of our observations, it has been shown that transgenic overexpression of eNOS resulted in increased severity of vaso-obliteration (a decrease in vascular closure during the obliterative phase) and exacerbated the formation of pathological neovascular tufts, which correlated with increased vascular branching [21]. Hence, increased tip-cell polarity in eNOS-depleted retinas might promote migratory persistence and the directional revascularization of the avascular retina while preventing misguided vessels from growing astray towards the vitreous body. Collectively, these results suggest further studies aimed at targeting eNOS as a strategy to avert retinal neovascularization are warranted.

Depending on the setting, NO exerts either an angiogenic [8, 52–54] or an antiangiogenic effect [55]. Further evidence indicating a context-dependent effect of NO comes from a study using targeted deletions of the three isoforms of NOS; it was shown that mice deficient in eNOS, but not iNOS or nNOS, experienced reduced OIR induced neovascularization [7]. However, in mice with laser-induced rupture of Bruch’s membrane, eNOS deficiency did not affect choroidal neovascularization, but lack of iNOS or nNOS caused a significant decrease in neovascularization [7]. Thus, the effect of NO is extremely context-dependent. In the context of OIR, to revascularize the developing retina following vaso-obliteration, NO is essential to quickly initiate angiogenesis but is critical to undergo this angiogenic process in a tightly controlled and 2-dimensional manner that does not infringe on the vitreous cavity. Our findings suggest that the absence of eNOS reduces the pathological neovascularization due to directed revascularization on the surface of the retina instead of the avascular vitreous. eNOS deficiency seems to lead to a polarized blood vessel growth on the superficial layer of the retina.

We conclude that eNOS plays an essential role as a regulator of EC polarity, regulating vascular regeneration and pathological neovascularization during retinopathy. To our knowledge, this is the first study to specifically examine eNOS regulation of polarity gene expression at the single endothelial cell level. We report a novel role for eNOS in retinal vascular endothelial cell polarity and vascular remodeling in the retina. Thus, our study may provide insight into a general mechanism in which eNOS may regulate EC polarity and directional cell migration needed for angiogenesis and vascular regeneration in other tissues and ischemic diseases.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

Fastq and raw count matrix of the scRNA-seq data are deposited on GEO DataSets (accession number GSE174400). All material and data are available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

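Single cells were measured by Drop-seq in CD31-enriched suspensions of P14 OIR retinas, with 3 replicates labelled eNOS+/+ and 3 labelled eNOS-/-. The authors aligned reads to GRCm38 with kb-python, removed cells with few genes or a high share of mitochondrial counts, assigned cell types after integration of the replicates, defined the EC subtypes on data that were not integrated, and removed contaminant clusters. They deposited a table of UMI counts without normalization and a table that gives each cell's replicate, genotype, cell type, totals and the percent of its UMIs that are mitochondrial. The deposited annotation calls 100% of the cells singlets, and 10 of its columns were not used. Cell totals recomputed from the counts and the limits stated in the methods were checked on the table. No normalization or batch correction is included in the counts.

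UMIs were summed per replicate over the cells of each EC subtype and over all ECs. The EC sums are the depth of each test, and the cells with few UMIs add little to a sum. Between genotypes, edgeR 4.0.16 was used with filterByExpr, TMM scaling and the quasi-likelihood test, and Benjamini-Hochberg adjustment with a limit of 0.05. DESeq2 1.42.0 was run on the same sums. Standard errors of log2 fold changes were taken from the fold change and its F statistic. CPM are UMIs per 1000000 UMIs of a sum. Sets were tested with camera and fry of limma 3.58.1 and with preranked GSEA of fgsea 1.28.0 (10000 permutations of genes), adjusted over the set tests of a setting. The test with cells as replicates was a negative binomial model of unscaled UMIs with MASS 7.3.60.0.1, with no term for the depth of a cell. It took genes found in at least 10% of cells of a genotype and with a natural-log fold change above 0.25 in either direction. Only that fold change was computed after scaling to 10000 UMIs per cell. Bonferroni adjustment was over all genes. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Shares of subtypes were compared by two-sided exact permutation tests, and single shares have 95% Wilson intervals, which cover counting error only. With 3 replicates against 3 the smallest exact p is 0.1.

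Gene coordinates come from the GENCODE annotation of GRCm38. Of the 20822 genes, 20470 (98.3%) were matched to it by name. The annotation that the authors counted on is not named in the paper's text, so coordinates are those of the symbol. Table S2 entries were matched by symbol irrespective of case, with 56 symbol entries, 18 entries that needed translation and were added in an alternative, and 8 family names that were not used. Shares of cells with a UMI were also computed after each cell was drawn down to 500 UMIs, which kept 4861 cells.

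The genes named in the text were set by a rule before the data were examined. They are every gene the paper's text names in its single-cell section, Nos3, the 3 called genes of smallest p in each direction, the 5 Table S2 members of smallest p in each subtype, and the 5 largest changes in each direction of Table S1A. Any other gene is said to have been chosen after its values were seen. Of the genes under this rule, 1 is not reported here. Cell-type lists used were 11 EC genes, 10 B-cell genes and the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d.

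The alternatives set before the data were examined were DESeq2, RLE scaling, no filter on low counts, each replicate left out, the replicate number as a block, mitochondrial genes removed, cells with at least 500 UMIs, 1 fit over the 18 sums of the 3 subtypes, cells as replicates, other set tests and other members of the list. Those added later were ECs with more than 150 genes, 1 cell per barcode family, the library set as a covariate, cells with B-cell genes left out, and GSEA by fold changes across cells.

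The models were tested on simulated data made from the spread of the real sums, with 200 genes changed by 2 on the log2 scale. They recovered 164 in Tip ECs, 171 in Structural ECs, 177 in Proliferative ECs and 178 in all ECs, all with the right sign, with 14, 11, 4 and 11 false calls. DESeq2 recovered 150, 153, 166 and 157. Recovery of smaller changes in single genes was not measured. With no change simulated, 0, 0, 0 and 2 genes were called. Replicates of the same genotype shared 0 cell barcodes, and their EC sums differed by 5.08 to 9.05 times the sampling noise (chi-square per gene), so no pair of them was a copy of the same library. The gene sets of the GO terms in Fig. 7B and Fig. 7D were not analysed here, nor were the imaging, the PCR and the cultured cells.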

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

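The test for free B-cell RNA and the count of EC-gene UMIs per cell were chosen after the values had been seen, and the test for B cells before.

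Igkc was higher in eNOS-/- Structural ECs (log2 fold change 2.16), and the paper does not discuss this gene. It was singled out as a change in a gene outside those of the paper. In all ECs its log2 fold change was 2.27 (standard error 0.34, adjusted p = 0.0386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 69.3 ± 17.7 CPM in eNOS-/- and 13.9 ± 6 CPM in eNOS+/+ (SD, n = 3 each). Over the alternatives the adjusted p of Igkc in Structural ECs ranged from 1.75e-07 to 0.417, the highest without eNOS+/+ replicate 2. It was also above 0.05 without eNOS+/+ replicate 1 (0.0707), eNOS+/+ replicate 3 (0.318) and eNOS-/- replicate 1 (0.175), with cells of at least 500 UMIs (0.37) and in 1 fit over the 18 sums (0.0575). In all ECs it was 0.0556, 0.387 and 0.379 without eNOS+/+ replicate 1, 2 or 3, 0.253 without eNOS-/- replicate 1 and 0.436 with cells of at least 500 UMIs.

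B cells counted among the Structural ECs were tested as a source. Of the 369 Igkc UMIs in Structural ECs, 366 lay in 67 cells with UMIs of at least 2 of 10 B-cell genes, a list that includes Igkc itself. These were 21, 28 and 5 cells in the eNOS-/- replicates (3.14%, 2.06% and 2.69% of Structural ECs) and 4, 2 and 7 cells in the eNOS+/+ replicates (1.46%, 0.82% and 1.16%). With cells drawn down to 200 UMIs, 12 of 62 such cells (19.4%) had a UMI of any of 11 EC genes, against 80.6% of the other Structural ECs and 23.7% of rods. Their summed level of the EC genes, 5051.2 CPM, lay between the 10207.1 CPM of the other Structural ECs and the 1499.1 CPM of rods, which B cells alone would not show. Of their 280 EC-gene UMIs, 258 (92.1%) lay in 10 cells, and 41 of the 67 cells (61.2%) had 0, against 12.9% of the other Structural ECs and 63.3% of rods. The 41 cells held 204 of the Igkc UMIs. B cells are thus a candidate source for part of the cells, and the others held EC-gene UMIs as well. Whether 2 cells shared a droplet was not tested. No cell of another type carried 2 of the B-cell genes. Without these cells, the count of genes called in Structural ECs was 0, an alternative chosen after seeing the data. Free RNA from B cells in the droplets is argued against, as the 5609 cells other than Structural ECs held 2 Igkc UMIs in all.

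Whether eNOS-/- retinas held more B cells stays open and was not tested. A difference between the pools in dissection or in blood left in the tissue was not tested either.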

How the results depend on the processing

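The alternatives chosen after seeing the data were ECs with more than 150 genes, 1 cell per barcode family, the library set (the 3 lowest against the 3 highest library numbers) as a covariate, cells with B-cell genes left out, and GSEA by the fold change across cells. The tests with other splits of the replicates were chosen before any split was fitted, and after the calls had been seen. Unless a cause is given, the cause was not tested.

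For the genes named for polarity, 343 values in 21 gene and subtype combinations were computed under alternatives. Of these, 300 kept the direction and the side of the limit and 43 had the opposite direction, 25 of them with a replicate left out. AI506816 kept its direction in 65 of 65 values for 3 subtypes and all ECs, and 13 were no longer below 0.05 (10 with a replicate left out). Over all named genes, 987 of 1081 values kept direction and side. The ECs per genotype and the shares of Tip and Structural ECs kept their direction under all alternatives run. The interaction of genotype and subtype had 0 genes called by edgeR under each alternative run (294 with an unadjusted p under 0.05, or 477 without the filter on low counts), and its set was called under none.

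The counts of called genes moved most, from 1 in Tip ECs, 2 in Structural ECs, 1 in Proliferative ECs and 2 in all ECs. With no filter on low counts they were 8, 74, 10 and 84. More genes were tested then, which does not explain the higher counts. For Selenop in Tip ECs, the log2 fold change was 2.18 without the filter and 2.13 with it. Its adjusted p was 1.13e-06 without the filter and 0.126 with it (edgeR, Benjamini-Hochberg adjustment). The fit thus changed and not the size of the change, and why was not tested. With cells as replicates, Bonferroni adjustment and no term for the depth of a cell, the counts were 64, 148 and 43. With the library set as a covariate they were 7, 11, 2 and 9. With cells of at least 500 UMIs they were 2 in Tip ECs, 0 in Structural ECs (edgeR) and 1 in all ECs. DESeq2 called 2 in Tip ECs and 2 in Proliferative ECs. With 1 cell per barcode family the count was 1 in Structural ECs and 2 in Proliferative ECs. Without cells with B-cell genes it was 0 in Structural ECs and 1 in all ECs, and in 1 fit over the 18 sums it was 1 in Structural ECs. With each replicate left out, the count ranged from 0 to 25 in Tip ECs, 0 to 28 in Structural ECs, 0 to 73 in Proliferative ECs and 0 to 78 in all ECs, the highest each time without eNOS-/- replicate 3. It was 0 in Tip ECs without eNOS+/+ replicate 2, in Structural ECs without any 1 eNOS+/+ replicate or eNOS-/- replicate 1, in Proliferative ECs without eNOS+/+ replicate 1, eNOS+/+ replicate 2 or eNOS-/- replicate 1, and in all ECs without eNOS+/+ replicate 2 or eNOS-/- replicate 1. Beside these counts of 0, edgeR gave 273 of 5510 unadjusted p under 0.05 in Tip ECs and 418 of 7577 in Structural ECs over all replicates. In Proliferative ECs it gave 294 of 4607 and in all ECs 548 of 9483. By chance a share of 0.05 of the tested genes is expected under that limit, so these numbers alone do not point to missed changes.

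The replicate number was tried as a block. Across genes, the deviations of same-numbered replicates from the mean of their genotype correlated at -0.076 to 0.133, and those of replicate 2 were below 0 in each subtype, so the numbers were not taken to pair the replicates. With the block, 8 genes were called in Proliferative ECs, the median of the Table S2 set in Proliferative ECs was -0.009, and the log2 fold change was -0.11 for Ctnnb1 in Tip ECs, -0.02 for Ctnnb1 in Structural ECs and -0.00 for Cdh5 in Structural ECs.

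For the median log2 fold change of the Table S2 set, GSEA by the fold change across cells with translated entries gave 0.049 in Structural ECs. That GSEA passed before adjustment (p = 0.028 by permutation of genes and not of replicates) and not after adjustment over the 3 subtypes (0.084). The library set as a covariate gave -0.043 in Structural ECs. Members at least as high in ECs as in other cells gave -0.121 in Proliferative ECs. With each replicate left out, the median ranged from -0.032 to 0.165 in Tip ECs, from -0.040 to 0.142 in Structural ECs and from -0.015 to 0.113 in Proliferative ECs. The difference in the share of Proliferative ECs ranged from -6.68 to 0.15 percentage points, with the opposite sign without eNOS-/- replicate 3.

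Single genes had the opposite direction as follows, in log2 fold change. With the library set as a covariate, Tip ECs had -0.07 for Gja1, -0.01 for Tjp1, -0.56 for Ctnnb1 and -0.38 for mt-Rnr2. Under the same covariate, Structural ECs had -0.13 for Gja1, -0.30 for Ctnnb1 and -0.08 for Cdh5, Proliferative ECs had -0.06 for Gja1, -0.01 for Cdh5 and -0.05 for mt-Rnr2, and all ECs had 0.05 for Nos3. With cells of at least 500 UMIs, Ctnnb1 had -0.03 in Tip ECs, Cav1 0.04 in Structural ECs and Tjp1 -0.01 in Proliferative ECs. DESeq2 gave -0.05 for Ctnnb1 in Tip ECs and -0.01 for Cdh5 in Proliferative ECs. Cdh5 in Proliferative ECs had -0.05 with 1 cell per barcode family and -0.01 in 1 fit over the 18 sums.

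With each replicate left out, the log2 fold change in Tip ECs ranged from -0.04 to 0.46 for Gja1, from -0.22 to 0.65 for Ctnnb1 and from -0.15 to 0.70 for mt-Rnr2. In Structural ECs it ranged from -0.08 to 0.16 for Cdc42, -0.36 to 0.16 for Cav1, -0.02 to 0.36 for Gja1, -0.32 to 0.03 for Tiam1, -0.02 to 0.40 for Tjp1, -0.12 to 0.36 for Ctnnb1, -0.13 to 0.22 for Cdh5 and -0.67 to 0.01 for Llgl1. In Proliferative ECs it ranged from -0.10 to 0.46 for Gja1, -0.24 to 0.40 for Tiam1, -0.06 to 0.10 for Tjp1 and -0.02 to 0.02 for Cdh5.

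Depth limits which genes were tested. Prkci and Crb1 in Tip ECs, and Prkci, Crb1 and Ctnnb1 in Proliferative ECs, had too few UMIs. On simulated data, the test recovered 82.0% of changes of 2 on the log2 scale in Tip ECs, 85.5% in Structural ECs and 88.5% in Proliferative ECs. Recovery of smaller changes in single genes was not measured. The genes named for polarity had log2 fold changes of 0.04 to 0.58 in Tip ECs. These shares therefore do not tell how often changes of that size would be found, and such changes are not excluded.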

Differences from the paper's values

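Alternatives chosen after seeing the data are named as such where they are given.

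The paper's normalized enrichment score of the Table S2 genes is 1.7525 in Tip ECs, 1.6587 in Structural ECs and 1.1769 in Proliferative ECs. Preranked GSEA over the summed UMIs gave 0.893, -0.627 and 0.861. This was the only setting fixed before the data were examined that gives a score. GSEA by the fold change across cells, chosen after seeing the values, gave 1.254, 1.260 and 1.172, and with the translated entries of Table S2, also chosen after seeing the values, 1.233, 1.424 and 1.192. No error is stated for these scores, so any gap beyond rounding was counted, and by this all of them differ from the paper's. The closest were those by the fold change across cells in Proliferative ECs (1.172 and 1.192), where the paper does not call the set. These added rankings drop the paper's call in Tip ECs (p = 0.124 and 0.122 by permutation of genes), and in Structural ECs the first drops it (p = 0.125) and the second does not before adjustment (p = 0.028, and 0.084 after adjustment over the 3 subtypes).

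The paper's Table S1B has 81 genes past an adjusted p of 0.05 in Tip ECs, 122 in Structural ECs and 65 in Proliferative ECs, among the genes matched by symbol. The paper's test took cells as replicates, and the test here took the replicates, which called 1, 2 and 1. Of the alternatives set before the data were examined, cells as replicates used Bonferroni adjustment and no term for the depth of a cell. It came within 1.5 times the paper's number in Tip ECs (64) and Structural ECs (148) and not in Proliferative ECs (43). It called 53 of the paper's genes in Tip ECs, 103 in Structural ECs and 38 in Proliferative ECs, and so dropped 28, 19 and 27. Leaving out eNOS-/- replicate 3 came within it in Proliferative ECs (73) and not in Tip ECs (25) or Structural ECs (28), and the counts without filter on low counts (8, 74 and 10) did not, with 74 in Structural ECs outside 1.5 times. Every other alternative run differs from the paper's numbers in all 3 subtypes, the added ones among them.

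In Structural ECs the paper's natural-log fold change of Nsd1 across cells is 0.316 and the one here 0.539. With cells of at least 500 UMIs, set before the data were examined, it was 0.210. With ECs of more than 150 genes, chosen after seeing the values, it was 0.403, a recomputed fold change that makes no calls. The paper states no error, and both are nearer to its value than the standard error of the fit to the summed UMIs (0.28 on the log2 scale). With all cells, Nsd1 in Structural ECs was the only fold change of the genes read from Table S1B that differed by more than such an error. With cells of at least 500 UMIs others did, namely Pfkp in Tip ECs, Cldn5, Btg1, mt-Nd3, Golga4 and Pfkp in Structural ECs, and mt-Rnr2, Nsd1, Mat2a, Myh10 and Pfkp in Proliferative ECs. With ECs of more than 150 genes, Mat2a in Proliferative ECs did.

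The paper gives 2044 ECs in eNOS+/+ and 3334 in eNOS-/-, and the deposited annotation 2121 and 3804, less than 1.5 times apart. ECs with more than 150 genes, chosen after seeing the values, numbered 2042 and 3332. The legend of Fig. 7 gives 4 per group, and the methods and the deposited table 3.

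The paper states that Crb1, Prkci, Cdc42, Tiam1, Tjp1, Ctnnb1 and Cdh5 were higher in eNOS deficient ECs. Together with Cav1 and Gja1, 7 of 7 tested genes in Tip ECs, 6 of 8 in Structural ECs and 6 of 6 in Proliferative ECs had a log2 fold change above 0, and none passed the test. Tiam1 was lower in Structural ECs (-0.12), and Prkci had a lower mean in Proliferative ECs (18.4 against 33.7 CPM) and was not tested there. The mean of Ctnnb1 in Tip ECs was lower in eNOS-/- (44.5 against 49.3 CPM). Crb1, with 10 UMIs in all ECs, had no detectable difference.

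The paper lists the genes of Table S1A as changed. All 28 of those read had the paper's direction, and 1 was called here, AI506816 in Proliferative ECs. Without the filter on low counts, Selenop and Apod passed in Tip ECs, Selenop, Eif3f and Lamp1 in Structural ECs, and Klf2 in Proliferative ECs. Their log2 fold changes were nearly those with the filter, as for Selenop in Tip ECs (2.18 against 2.13). These calls therefore rest on the fit without the filter and not on larger changes. Apod passed with DESeq2 (adjusted p = 0.00424) and with the library set as a covariate, the latter chosen after seeing the values and dropping 77 of the paper's 81 called genes in Tip ECs, and Klf2 with the replicate block (adjusted p = 0.0459). Without eNOS-/- replicate 3, Selenop and Hspb1 passed in Tip ECs, and Selenop, Igfbp7, Eif3f and Lamp1 in Structural ECs. In Proliferative ECs, mt-Rnr2, Nuf2, Klf2, Igfbp7, mt-Co2 and Pim1 then passed. The eNOS-/- replicates left are of the lowest library numbers only, so these calls may reflect the library set. Of these genes, only Klf2 and Hspb1 were called between the library sets in all ECs, with genotype in the model. Both were higher in the highest numbers (log2 fold changes 1.689 and 1.688, adjusted p = 0.0058 and 0.0464 from edgeR's test). Without eNOS+/+ replicate 1, mt-Co2 passed in Tip ECs, and the eNOS+/+ replicates left are of the highest numbers only.

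The paper ranks the enrichment of the curated genes as highest in Tip ECs and next in Structural ECs. The medians here, 0.083, 0.066 and 0.048, have the same order, but the means, 0.065, 0.029 and 0.052, put Structural ECs last. The order of the medians was kept with RLE scaling (0.072, 0.054 and 0.038). It was not kept with translated entries (0.074, 0.108 and 0.011) or with cells of at least 500 UMIs (0.015, 0.085 and 0.041). The normalized enrichment scores do not have the paper's order. Structural ECs were last over the summed UMIs (0.893, -0.627 and 0.861). They were first by the fold change across cells, chosen after seeing the values (1.254, 1.260 and 1.172, or 1.233, 1.424 and 1.192 with translated entries). The difference between Tip ECs and Proliferative ECs was not called (limma's camera, adjusted p = 0.832). The paper states that Structural ECs did not express the markers of tip or proliferative cells. With cells drawn down to 500 UMIs, the share of Structural ECs with a UMI was above that of rods for all 7 markers, as for Trp53i11 (6.68% against 1.43%) and Angpt2 (1.64% against 0.475%). For each marker but Trp53i11 it was below that of a cell type other than ECs. Examples were Angpt2 in mural cells (6.12% of 147 cells) and Adm in neuroglia (4.08% of 98 cells, against 1.34% of Structural ECs). Such cells may express the markers themselves, so being below them does not decide whether Structural ECs express the markers. Each marker was lower than in its own subtype in 6 of 6 replicates.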

Other observations

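The tests of the library sets, of the depth behind AI506816 and of other splits of the replicates were chosen after the results had been seen. The tests of free RNA from other cells, of barcode families, of sex between genotypes and of the strain segment were chosen before.

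AI506816 was also lower in all ECs (log2 fold change -2.87, standard error 0.32, adjusted p = 0.00241 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 13.9 ± 6.53 CPM in eNOS-/- and 113.8 ± 31.6 CPM in eNOS+/+ (SD, n = 3 each) and 3 of 3 eNOS-/- replicates below every eNOS+/+ replicate. Its adjusted p was 0.0622 without eNOS+/+ replicate 2 and 0.0676 without eNOS-/- replicate 1, and over all alternatives it ranged from 1.23e-19 to 0.0676. A lower depth of the eNOS-/- cells is argued against, as the log2 ratio of the shares of ECs with a UMI was -3.02 after every cell was drawn down to 500 UMIs (0.733% of eNOS-/- ECs, 5.95% of eNOS+/+ ECs and 1.19% of rods). Mural cells, read after the values were seen, had 2, 4 and 5 UMIs in eNOS+/+ and 0, 1 and 1 in eNOS-/-. Other cell types were read at the same time. Rods had 0, 0 and 0 UMIs in eNOS+/+ and 3, 9 and 0 in eNOS-/- (23.3, 30.6 and 0 CPM). Neurons had 2, 0 and 0 against 2, 8 and 0 UMIs, or 39.5, 0 and 0 against 22.7, 22.1 and 0 CPM. Neuroglia had 0, 0 and 1 against 0, 1 and 0 UMIs, with 59.8 CPM in eNOS+/+ replicate 3 and 16.7 CPM in eNOS-/- replicate 2. With so few UMIs at unequal depth, rods, neurons and neuroglia do not show whether the change extends beyond ECs. A segment of another strain carried with the targeted Nos3 allele stays open. In a window of 20 Mb on either side of Nos3, 9.7% of 134 genes had p under 0.05 in all ECs against 5.7% of all genes, and 6.9% of 376 other windows had as large a share. The share of other windows was 39.4% in Tip ECs, 14.9% in Structural ECs and 20.3% in Proliferative ECs. Within 2 Mb of Nos3, 2 of 23 genes had p under 0.05, AI506816 and Galnt11 (log2 fold change 0.95, adjusted p = 0.858 from edgeR's test with Benjamini-Hochberg adjustment), the latter named after its value was seen. The paper states that the eNOS-/- strain was backcrossed to the strain of the wildtype mice, and whether a segment remained was not shown. An effect of eNOS on the transcript cannot be told apart from such a segment, as any segment would go with the eNOS-/- label.

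Sex does not separate the genotypes. Among cells with UMIs of Xist or of 4 Y-linked genes but not both, those with Xist were 51.7%, 51.6% and 0.4% in the eNOS+/+ replicates and 63.0%, 1.5% and 44.2% in the eNOS-/- replicates, and Xist, read after its values were seen, had an adjusted p of 0.971 between genotypes in all ECs (edgeR, Benjamini-Hochberg adjustment). A different sex of the mice is therefore argued against for the genes called between genotypes.

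Crb1 in ECs was at 0.613% of its level in neuroglia, which is consistent with free RNA from other retinal cells. A low expression in ECs was not tested apart from this.

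Many barcodes came in families. Of 8944 barcodes, 2874 (32.1%) shared their first 11 bases with another barcode of the same library, which left 6900 families, 548 of them with 4 barcodes. There were 3806 such pairs against 2.44 by chance. Of 227 pairs in which both cells could be sexed, 224 (98.7%, 95% interval 96.2% to 99.7%) had the same sex, against 55.1% of other pairs of the same library and cell type, and 89.5% of pairs had the same cell type, against 24.7% of random pairs. This is consistent with beads read as several barcodes because a base of the barcode was missing, so that 1 cell counts as several. Tests over cells depend on it, and so do the sums of a subtype where barcodes of a family were given different cell types. With each family counted as 1 cell, the count of called genes was 1 in Tip ECs, 1 in Structural ECs, 2 in Proliferative ECs and 2 in all ECs.

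Of the 10 splits of the 6 replicates into 3 and 3, the real one included, 4 had as many called genes in Tip ECs, 2 in Structural ECs, 4 in Proliferative ECs and 2 in all ECs. For the Table S2 set, 5 splits had a camera p as small in Tip ECs, 10 in Structural ECs and 8 in Proliferative ECs. For the set of the interaction, 8 splits had a p as small. With 10 splits, chance cannot be excluded for any of these results. The real split had 0 interaction genes, so that all 10 splits had as many by design and this count decides nothing.

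The split with most called genes set eNOS+/+ replicate 1 and eNOS-/- replicates 1 and 2 against the other 3, with 38 genes in Tip ECs, 31 in Structural ECs, 31 in Proliferative ECs and 52 in all ECs. It was found from these counts and was then seen to follow the library numbers, the 3 lowest against the 3 highest. With genotype in the model, the library sets differed in 33 of 9942 genes in all ECs (25 higher and 8 lower in the highest numbers by edgeR's test, 1348 with an unadjusted p under 0.05). A difference between the sets that acts on every cell type may be behind it, since 21 of 21 called genes that could be tested had the same direction in mural cells (100.0%, against 64.9% of all genes). Sex is argued against, as the lowest set held replicates with 63.0% and with 1.5% of sexed cells with Xist. Olfr1109, named after its values were seen, had 6540.6, 1071.0 and 477.0 CPM in ECs of the lowest set and 15.2 to 18.4 CPM in the highest, and took up to 67.9% of the UMIs of a cell. With the library set as a covariate, the counts between genotypes were 7, 11, 2 and 9. Batches of library preparation or sequencing are not named in the paper's text, and no biological explanation was tested. Genotype and library set are partly confounded in every comparison of the genotypes, as the lowest set holds 1 of 3 eNOS+/+ and 2 of 3 eNOS-/- replicates. They are more so without eNOS-/- replicate 3, which gave 25, 28, 73 and 78 genes, as the eNOS-/- replicates left are of the lowest set only. The same replicate had 1761.0 CPM of Rgs5 and 800.6 CPM of Mgp in its ECs, both named after their values were seen, against at most 77.9 and 47.3 CPM in the others.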
